# Chromatin priming elements direct tissue-specific gene activity before hematopoietic specification

**DOI:** 10.26508/lsa.202302363

**Published:** 2023-11-21

**Authors:** Alexander Maytum, Benjamin Edginton-White, Peter Keane, Peter N Cockerill, Jean-Baptiste Cazier, Constanze Bonifer

## Abstract

Tissue-specific gene regulation during development involves the interplay between transcription factors and epigenetic regulators binding to enhancer and promoter elements. The pattern of active enhancers defines the cellular differentiation state. However, developmental gene activation involves a previous step called chromatin priming which is not fully understood. We recently developed a genome-wide functional assay that allowed us to functionally identify enhancer elements integrated in chromatin regulating five stages spanning the in vitro differentiation of embryonic stem cells to blood. We also measured global chromatin accessibility, histone modifications, and transcription factor binding. The integration of these data identified and characterised cis-regulatory elements which become activated before the onset of gene expression, some of which are primed in a signalling-dependent fashion. Deletion of such a priming element leads to a delay in the up-regulation of its associated gene in development. Our work uncovers the details of a complex network of regulatory interactions with the dynamics of early chromatin opening being at the heart of dynamic tissue-specific gene expression control.

## Abstract (precis)

This study shows that signalling processes prime many enhancer elements at the chromatin level before the expression of their associated genes and that priming is essential for developmental stage-specific dynamic gene activation.

## Introduction

The development of multicellular organisms requires the activation of different gene batteries which specify the identity of each individual cell type. Such shifts in cellular identity are driven by shifts in the gene regulatory network (GRN) consisting of transcription factors (TFs) binding to the enhancers and promoters of their target genes resulting in the alteration of gene expression (Davidson et al, 2002). Such genes may again code for transcription factors, and thus, a GRN comprises the sum of these regulatory interactions. Importantly, a GRN can be inferred from multi-omics data including chromatin immunoprecipitation (ChIP) assays, global gene expression, and chromatin accessibility which together reveal the TF motifs underlying gene regulation (Goode et al, 2016; Assi et al, 2019; Bravo Gonzalez-Blas et al, 2023). During development, GRN shifts are initiated by the cellular signalling environment, arising from growth factors, cell–cell contacts and mechanical cues (reviewed in Zaret [2020] and Edginton-White and Bonifer [2022]) which activate intracellular transduction cascades that eventually change gene expression by regulating the activity of signalling-responsive transcription factors. However, development and GRN shifts are also a highly regulated multi-step processes that involve the generation of precursor cell types that further diversify until terminal differentiation is reached. In a similar vein, the actual activation of mRNA synthesis is not the first step in the activation of tissue-specific expressed genes. The release of RNA polymerase II from promoters is a multistep process that requires the coordination of signalling processes, TF binding to enhancers and promoters, and the reorganisation and modification of chromatin to allow the assembly of multiprotein complexes and the interaction of these cis-regulatory elements in intranuclear space (Jonkers & Lis, 2015). It is now well established that the chromatin structure of tissue-specific expressed genes must first be rendered more accessible to allow full gene activation to occur in a process called chromatin priming (Hu et al, 1997; Bonifer & Cockerill, 2017).

Chromatin priming at specific cis-regulatory elements was first observed in genes specific for terminally differentiated cells which are not expressed in multipotent blood progenitors (reviewed in Bonifer and Cockerill [2017]). Moreover, the opening up of chromatin in the absence of gene expression can serve as a molecular memory of a previous signalling event, allowing cells to reactivate genes more rapidly when receiving a second signal (Bevington et al, 2016, 2017). Although the precise relationship between enhancer elements and primed elements and whether they differ in their molecular features remain unclear, at least a subset of priming elements are devoid of enhancer activity when studied in isolation in reporter assays (Bevington et al, 2016; Bonifer & Cockerill, 2017).

We recently developed a global functional method that allowed us to assay enhancer activity of individual elements at five different stages during the in vitro differentiation of embryonic stem cells (ESCs) to blood (Edginton-White et al, 2023). In the work presented here, we updated the coverage of our enhancer database and identified multiple cis-regulatory elements which are activated at the level of chromatin as a nuclease hypersensitive site before the onset of expression of the linked gene. We show that (i) with the exception of enhancer transcripts, such elements do not have molecular or sequence features that distinguish them from enhancer elements, (ii) and that primed sites are part of a wider GRN that prepares blood cell-specific genes for expression, with many of them showing bona-fide enhancer activity at a later developmental stage. We studied one priming element in more detail and show that its elimination delays the activation of its associated gene, demonstrating a crucial influence of priming elements for the dynamics of gene expression control in development.

## Results

### Primed enhancers are part of large GRNs of developmentally regulated genes that only become expressed at a later differentiation stage

In our previous work, we used a mouse ESC-based in vitro differentiation system spanning five different stages along the path to blood cell specification (Goode et al, 2016; Obier et al, 2016; Edginton-White et al, 2023) (depicted in Fig 1A): (1) ESCs; (2) FLK1+ hemangioblast cells (HB) which give rise to hematopoietic and endothelial cells; (3) the first stage of the hemogenic endothelium (HE1) which expresses a low level of the master regulator of hematopoiesis, RUNX1; (4) the second stage of the hemogenic endothelium (HE2) where RUNX1 is up-regulated and cells show full hematopoietic commitment; and (5) the final stage, hematopoietic progenitors (HP) which bud off from the HE2 and are capable of forming mature blood cells. To identify functional enhancer elements, we isolated genomic fragments from open chromatin regions and reintegrated them into the genome at a safe habour reporter site embedded in the ES cell genome as depicted schematically in Fig 1B. These cells were then sequentially induced to differentiate, and cells were purified from the various stages using the surface markers depicted in Fig 1A. Cells harboring active enhancers were purified as YFP+ cells by flow cytometry and the active integrated fragments were identified using next generation sequencing. For this work, we also resequenced the original transfection library to increase the number and coverage of elements (for details see the Materials and Methods section, data listed in Supplemental Data 1 and Supplemental Data 2). After filtering (Fig S1A), our method identified thousands of open chromatin regions that were capable of driving reporter gene expression in a cell type-specific fashion, many of which were distal elements, but also many promoters as previously discussed (Fig S1B and C) (Maytum et al, 2023).

**Figure 1.**
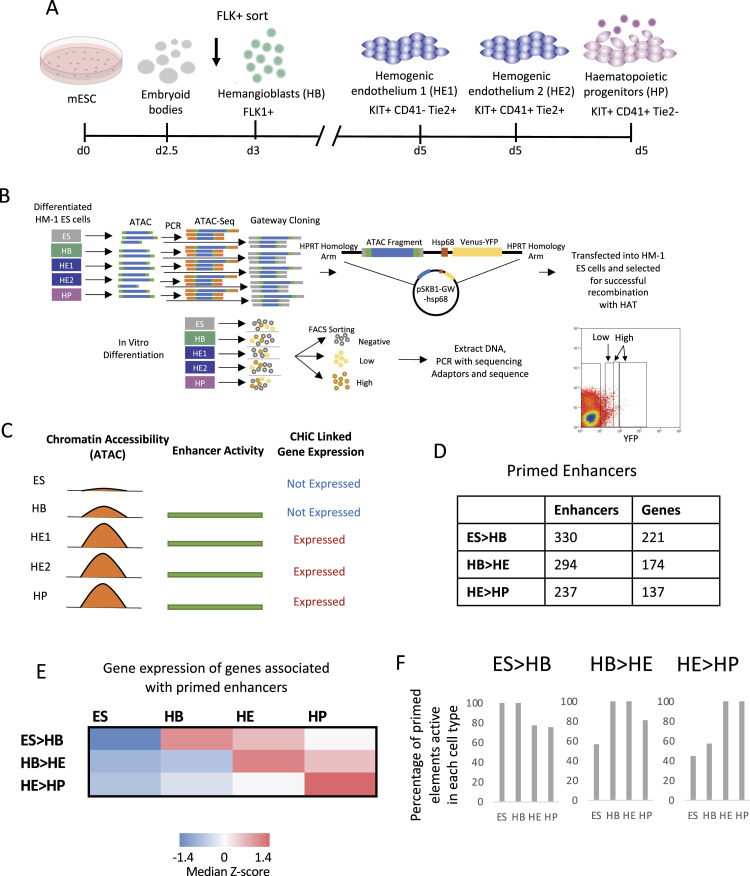
Identification of primed enhancer elements. **(A)** Schematic of the in vitro ES cell differentiation system in serum and the cell types sorted for analysis. **(A, B)** Depiction of the screening method using ATAC-seq fragments from the five cell stages (embryonic stem cells, HB, HE1, HE2, and HP) shown in (A). Bottom lower panel: FACS profile showing how high and low enhancer activity was defined. **(C)** Diagrammatic representation of the chromatin state at a hypothetical cis-regulatory element becoming accessible at the HB cell stage before the onset of gene expression of the associated gene at the HE1 stage. **(D)** Table of the number of cis-elements classified as primed for each of the changes of cell stages and the number of genes primed enhancers are associated with. ES > HB: elements with open chromatin and enhancer activity before the expression of their associated genes in HB. HB > HE and HE > HP: The same for transitions at later developmental stages. **(E)** Heatmap showing the median Z-score of gene expression values for genes associated to primed enhancers for each cell stage transition. **(F)** Percentage of enhancer elements primed at the first stage of each transition that show enhancer activity at later stages.

Supplemental Data 1. Spreadsheet showing genomic co-ordinates of open chromatin regions with enhancer activity in each cell type.

Supplemental Data 2. Spreadsheet showing genomic co-ordinates of open chromatin regions with primed enhancer activity and assocaiated gene in each cell type transition.

**Figure S1.**
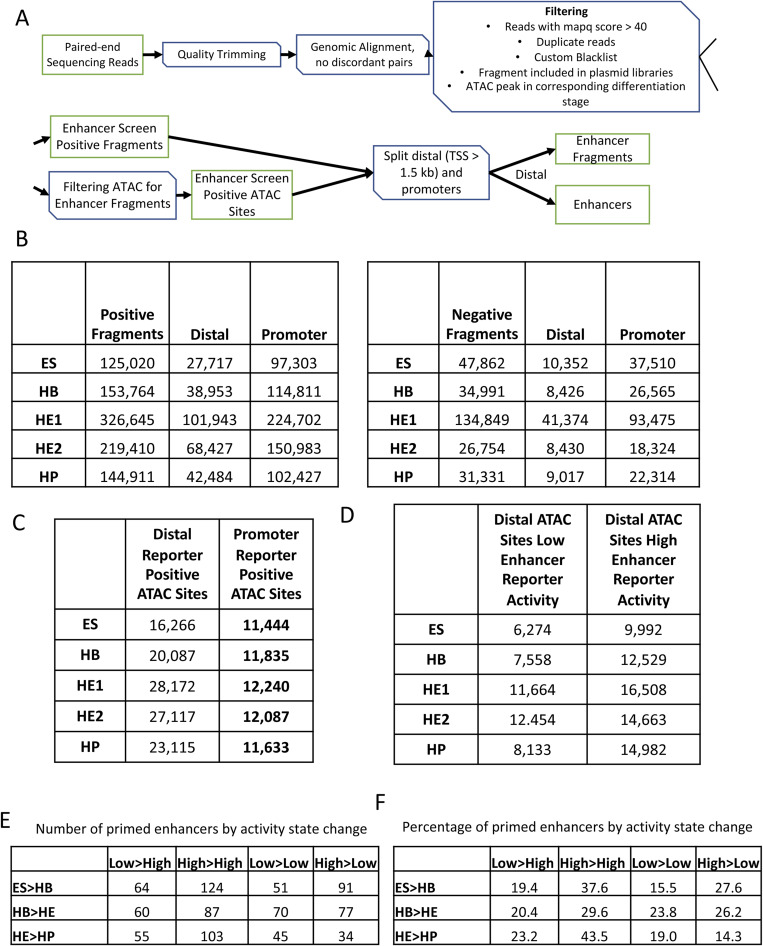
Identification of primed enhancer elements (related to Fig 1). **(A)** Revised filtering pipeline to integrate additional enhancer elements into the dataset produced by Edginton-White et al (2023). **(B)** Updated list of fragments scoring positive (left panel) or negative (right panel) in our assay, and their association with promoter or enhancer sequences. **(C)** Number of open chromatin (ATAC-seq) regions scoring in our assay and their nature (enhancer/promoter). **(D)** Number of distal ATAC sites with low or high enhancer activity. **(E)** Dynamic behaviour of priming elements in our enhancer assay during cell fate transitions. **(F)** Percentage of priming elements in our enhancer assay during cell fate transitions showing the indicated behaviour.

In this work, we were interested in identifying regulatory elements which exist in open chromatin before the onset of expression of their linked gene (a hypothical example of priming in HB is depicted in Fig 1C). Most of these elements also showed enhancer activity in our assay. 

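Gene expression was measured by nuclear RNA-seq in HM-1 cells, a mouse ES cell line, and in 4 populations sorted after differentiation in serum. ES cells were taken before differentiation. HB cells were sorted as FLK1+ cells from embryoid bodies after 3 d, and HE1 (KIT+ TIE2+ CD41−), HE2 (KIT+ TIE2+ CD41+), and HP (KIT+ TIE2− CD41+) cells after a further 2.5 d of blast culture. There were 2 libraries per stage and 10 in all, each made from nuclear RNA depleted of rRNA with a stranded protocol. The authors removed residual rRNA reads, aligned the rest to mm10 and counted read pairs on the exons of Ensembl genes with featureCounts v2.0.1. A pair that overlapped several genes was counted on each of them. These deposited counts are not normalized. The total counted on genes was 58782055 and 36443697 in the ES libraries, 29055246 and 36045700 in HB, 24920434 and 26777156 in HE1, 33109887 and 32917684 in HE2, and 45097069 and 29592213 in HP. A count of 3, taken as the floor, corresponds to between 0.0531 and 0.126 CPM depending on the library, and covers counting error only, because read pairs were counted without molecular identifiers. The Pearson correlation of log2 CPM between the libraries of a stage, computed across genes, was 0.994 in ES, 0.988 in HB, 0.967 in HE1, and 0.983 in both HE2 and HP. Counts were normalized here with the TMM method of edgeR (v4.0.16), whose factors lay between 0.9545 and 1.132, and all 10 libraries were fitted in one quasi-likelihood model with stage as the only term. Of 55487 annotated genes, 39019 had a count in at least 1 library and 22596 passed edgeR's filter on low counts and were tested. The common biological coefficient of variation was 0.226. CPM values are given as the mean ± SD of the 2 libraries of a stage, log2 fold changes with their standard error, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. With 1 library left out, its stage keeps only 1, and the value is given here without a test. The paper's thresholds were used, namely an adjusted p-value under 0.05, a change of at least 2-fold, and a CPM under 9 for a gene that is not yet expressed. The authors normalized with edgeR and tested with limma-voom. They also deposited a matrix of the mean expression of 15686 genes in each stage, which equals the mean log2 CPM of limma-voom over the 2 libraries, set back on the CPM scale, to within a log2 difference of 4.1e-08.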

Because our initial analyses found little difference in stage-specific priming between HE1 and HE2, we only used the HE1 dataset as HE (hemogenic endothelium) for all subsequent analyses. These analyses identified (i) 330 enhancers that were active in ES linked to 221 genes that are activated later in HB (ES > HB), (ii) 294 enhancers that were active in HB linked to 174 genes that are activated later in HE (ES > HB), and (iii) 237 enhancers that were active in HE linked to 137 genes that are activated later in HP (HE > HP) (Fig 1D). 

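HE1 and HE2 were compared in the same model. In HE2, 737 genes were higher and 1217 were lower than in HE1, which is 8.65% of the tested genes. The counts depended on the settings. They were 954 and 2864 without the filter on low counts, and 509 and 505 with only the 4 libraries compared, where the excess of lower genes was gone. Among the genes at 9 CPM or above in 1 of the 2 stages, the largest increases in HE2 were those of Fgl2 with a log2 fold change of 5.43, Il18rap with 5.34 and Traf3ip3 with 5.23, and the largest decreases those of Ccdc110 with −4.999, Gm45512 with −4.83 and Gm19972 with −4.26. For the decreases the HE1 libraries differed, with 4.16 and 29.4 CPM for Ccdc110, 2.61 and 21.1 CPM for Gm45512, and 8.29 and 59.1 CPM for Gm19972. With each library left out in turn, their log2 fold changes ran from −7.97 to −2.99, from −8.40 to −2.64 and from −5.29 to −2.24, and were smallest without HE1 replicate 2. Gm45512 and Gm19972 did not pass the test with limma-voom (adjusted p = 0.0527 and 0.0544, Benjamini-Hochberg), and Ccdc110 did not pass it with limma-voom on the genes of the authors' matrix (0.054), an alternative chosen after seeing the data. Fewer genes differed between the later populations: HP against HE2 gave 0 genes in either direction. At an unadjusted p-value under 0.05 and a change of at least 2-fold, 390 were higher and 527 lower. With limma-voom, the authors' test, 35 were higher and 27 lower, with DESeq2 107 and 194, and without the filter on low counts 145 and 389. The expression criteria for primed genes were then applied with HE2 in place of HE1. Over all tested genes, 1512 were newly activated from HB with HE2 and 2115 with HE1, 998 of them with both. The lists were chosen on HE1, so that they have little room to gain genes with HE2. For the transition from HB, 124 of the 174 genes of the HB > HE list met them, all of which also met them with HE1, and 46 met them with HE1 only. The median log2 fold change of the list from HB was 1.72 with HE2. Between HE1 and HE2 themselves, 13 genes of this list were higher and 35 lower in HE2. For the transition to HP, 0 of the 137 genes of the HE > HP list met the criteria with HE2. This follows from the absence of calls between HP and HE2. With an unadjusted p-value under 0.05 in place of the adjusted one, 20 met the CPM and fold criteria. The 94 genes at 9 CPM or above in HE2 could not be among these. On the CPM and fold criteria without the test, 20 genes passed, and 33 without HE2 replicate 2. Of these 137 genes, 94 had a mean of 9 CPM or above in HE2, against 27 in ES, 25 in HB and 132 in HP. The absence of such genes in HE1 follows from the choice of the list, which asks for a low level in these HE1 libraries. In HE2, 112 of them were higher than in HE1 by the thresholds above, with a median log2 difference of 1.96, part of which the same choice can give.

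**Figure D1:**
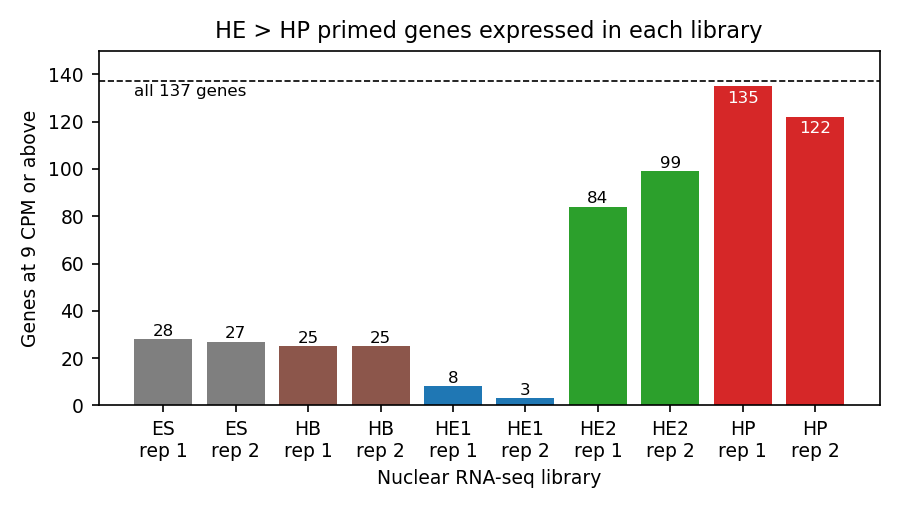
Number of the 137 genes of the HE > HP list at 9 CPM or above in each of the 10 libraries (bars, vertical axis in genes); the dashed line marks all 137 genes. The list was chosen for a low level in HE1 and a rise of at least 2-fold to HP. In the HE2 libraries, 84 and 99 of its genes are at 9 CPM or above.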

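The genes that the authors list for each transition were put back through the expression criteria. All of the listed genes were among those tested. In the ES > HB list, 218 of the 221 genes had an adjusted p-value under 0.05, a rise of at least 2-fold and a mean CPM under 9 in ES cells. The numbers were 170 of 174 in the HB > HE list and 135 of 137 in the HE > HP list, with HE1 as HE. Adjusted over the list alone, they were 219, 173 and 136, which is not independent evidence because the lists were chosen on these libraries. The alternative that moved the counts most was a change of at least 4-fold, with 151, 106 and 90 genes. In every gene of each list, both libraries of the later stage were above both of the earlier one. The median log2 fold change was 2.84 (quartiles 1.74 and 4.71) in the ES > HB list, 2.42 (1.70 and 3.55) in the HB > HE list and 2.64 (1.76 and 3.67) in the HE > HP list. The median CPM rose from 3.30 to 21.2, from 3.84 to 17.6 and from 3.84 to 17.9, respectively. The largest log2 fold changes were those of Prdm6 with 11.11, Lhx1 with 9.61 and Hand2 with 9.59 from ES to HB. Their counts in the ES libraries were low, with 6 and 1, 23 and 6, and 5 and 1. With each library left out in turn, the changes ran from 10.66 to 12.42, from 9.24 to 10.46 and from 9.18 to 10.68. The order of Lhx1 and Hand2 thus stays open. From HB to HE1, Anxa1 with 8.11 and Megf10 with 7.10 were among the largest. Their HB counts were low, with 8 and 2, and 2 and 4. Without single libraries they ran from 7.34 to 9.46 and from 6.74 to 7.54. From HE1 to HP the largest were those of Tyrobp with 6.35, Traf3ip3 with 6.18 and Mc5r with 6.18. Their HE1 counts were 4 and 4, 8 and 7, and 20 and 14. Without single libraries they ran from 6.11 to 6.55, from 5.87 to 6.45 and from 5.74 to 6.64, which leaves their order open. The ES > HB genes that missed the criteria were Eml1 and Dnah2, with adjusted p-values of 0.0697 and 0.125 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Ttc12, whose log2 fold change of 0.998 was just under the threshold. In the HB > HE list, Cdh13, Kdelr3, Foxc2 and Hoxb3 missed them, with log2 fold changes of 1.33, 1.24, 1.36 and 1.27 and adjusted p-values of 0.059, 0.0626, 0.171 and 0.0669 from the same test. In the HE > HP list these were Nfix and Borcs5, the latter with a log2 fold change of 0.95. Over all tested genes, 2601 were higher and 3906 lower in HB than in ES cells, 2872 were higher and 1850 lower in HE1 than in HB, and 1210 were higher and 2525 lower in HP than in HE1. With the CPM criterion added, 1952, 2115 and 870 genes were newly activated at these transitions. The genes that met the criteria and were linked to a primed enhancer made up 11.2%, 8.04% and 15.5% of them. Only 1369, 1348 and 727 of the newly activated genes are in the authors' matrix, which holds all listed genes. Among the genes of the matrix the shares are thus larger. The ES > HB and HE > HP lists share 8 genes, and the other pairs of lists share 0. The paper applies these criteria to the genes linked to enhancers that occur at both stages of a transition.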

To show the overall trend of changes in transcriptional activity of these primed genes we also calculated the Z-score for the mRNA values for each subset and each of the four stages (Fig 1E). 

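For each listed gene, the mean log2 CPM of the 2 libraries (prior count 2) was turned into a Z-score over ES, HB, HE1 and HP. The median Z-score of the 221 ES > HB genes was −1.20 in ES, 0.81 (quartiles 0.322 and 1.27) in HB, 0.414 in HE1 and −0.102 in HP, and 125 of them, or 56.6%, had their highest value in HB. For the 174 HB > HE genes the medians were −0.669, −0.736, 0.938 (quartiles 0.594 and 1.23) and 0.325 in the same order, with the highest value in HE1 for 112 genes or 64.4%. The 137 HE > HP genes had medians of −0.646, −0.46, −0.251 and 1.25 (quartiles 1.02 and 1.37), and 121 of them, or 88.3%, were highest in HP. Over the 16 ways of taking 1 library per stage, the medians at the stage of activation had an SD of 0.024, 0.0047 and 0.025. On linear CPM, the scale that moved these medians most, they were 0.962, 1.16 and 1.47.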

We subdivided distal sites into those with low and high enhancer activity as measured by flow cytometry (Fig 1B, bottom right panel, Fig S1D). Additional analyses of enhancer activity in primed genes at the different stages of cell differentiation (Fig S1E and F) demonstrated a highly dynamic behaviour of the different elements. Roughly half of the priming enhancers identified maintained a similar level of enhancer activity at the next stage (High > High or Low > Low), about a quarter increased in activity (Low > High), whereas the remainder decreasing in activity (High > Low). Furthermore, many primed enhancers were active in more than one stage before the associated gene was expressed and/or remained active in more than one stage after activation (Fig 1F). This was particularly pronounced at the ES cell stage where 60% of all elements primed in ESCs stayed active at the HP stage, 80% of all elements primed at the HB stage stayed active in HP cells, and 100% of all elements primed at the HE stage showed enhancer activity at the HP stage. Although a subset of the ESC and HB active enhancer patterns was lost in HP, the hematopoietic HP program was already fully primed at the HE stage and thereby ready to go after the endothelial–haematopoietic transition.

We next asked the question of (i) which genes were associated with primed enhancers, and (ii) how these genes were organised within a wider network of expressed TF genes. To this end, we identified genes inactive at one developmental stage that were associated with primed enhancers and linked them to expressed TFs via their binding motifs as described in Fig 2A top panel. We also identified TF encoding gene loci that harbored primed enhancers (depicted in blue) containing binding motifs for other TFs (incoming arrows) (Fig 2B and C). For the next differentiation stage, when these genes become active, we again linked their previously primed enhancers to the same TFs to examine, how the used motifs had changed (incoming links) and how the activation of expression of these TFs changed outgoing links (Fig 2A, bottom panel). We performed this analysis for the ES to HB (Fig 2B), the HB to HE (Fig S2A), and the HE to HP transitions (Fig S2B). The results of these analyses provide a detailed picture of how one developmental stage of cell specification is anticipated in the previous developmental stage. In ES cells, the pluripotency signature was obvious with multiple motifs of OCT and SOX factors, but not NANOG, associated with primed enhancers. Moreover, ES cells contained the largest numbers of primed enhancers linked to TF encoding genes (Figs 2B and S3A). 

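Besides Runx1 and Tal1, 15 TF genes drawn in blue in Fig 2B were examined. Meis1 and Spi1 are not among these 15. They are also drawn there as primed in ES cells, but are listed at the HB and HE stages. The list of genes primed in ES cells holds 12 of the 15, namely Lyl1, Snai1, Nfil3, Nfatc1, Bach2, Ikzf2, Hhex, Ets1, Stat5a, Fos, Fosb and Bcl6, and all 12 met the expression criteria. Their mean level was between 0.379 and 8.43 CPM in ES cells and between 10.2 and 122 CPM in HB. The log2 fold changes ran from 2.32 for Ikzf2 to 5.21 for Nfatc1, with adjusted p-values between 8.33e-07 and 0.000805 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of Fosb in HB differed most between libraries, at 85.9 ± 46.9 CPM (SD, n = 2). Hoxb2, Gfi1b and Gata2 are in none of the lists of primed genes. They rose from ES to HB with log2 fold changes of 6.12, 3.60 and 4.13, and their mean level in HB was 8.31, 3.87 and 73.7 CPM. Hoxb2 had only 10 and 1 counts in the ES libraries. Its log2 fold change was 8.01 without ES replicate 1 and 5.54 without ES replicate 2.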

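The number of primed enhancers per gene was counted from the regions that the authors list. More than 1 region was linked to 76 of the 221 ES > HB genes (34.4%), to 66 of the 174 HB > HE genes (37.9%) and to 62 of the 137 HE > HP genes (45.3%). The most regions belonged to Sp8 with 7 in the ES > HB list, to Nfia with 9 in the HB > HE list and to Kcnj5 with 7 in the HE > HP list. The level of Sp8 rose from 0.801 ± 0.00358 CPM (SD, n = 2) in ES cells to 16.6 ± 1.04 CPM in HB, Nfia from 8.16 ± 0.577 CPM in HB to 40.5 ± 0.852 CPM in HE1, and Kcnj5 from 8.64 ± 5.81 CPM in HE1 to 63.6 ± 6.53 CPM in HP. Kcnj5 is also in the ES > HB list, with 19.5 ± 5.82 CPM in HB.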

Differentially regulated genes associated with enhancer priming often contained more than one primed enhancer (Fig S3B) and were mostly associated with important developmental processes (Fig S3C).

**Figure 2.**
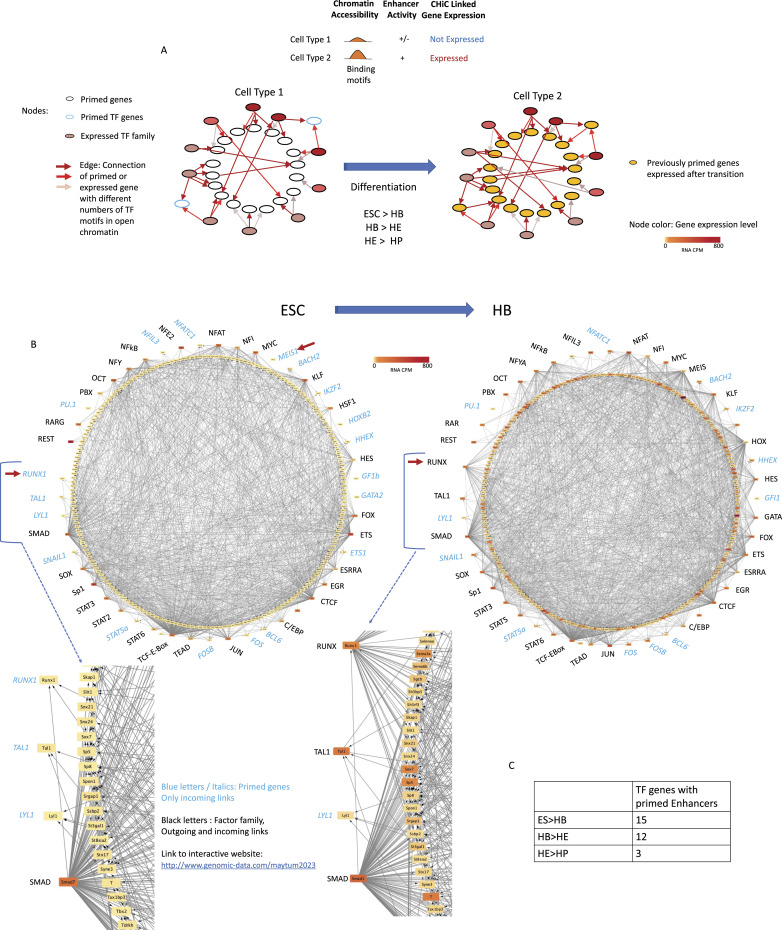
Primed enhancer elements form large gene regulatory networks (GRNs) that set up the next differentiation steps. **(A)** Schematic of GRNs changing through differentiation. **(B)** Schematic of GRNs (priming networks) formed by transcription factor encoding genes forming nodes (coloured circles) when their gene products (TFs) bind to other genes (outgoing arrows) which are not yet expressed, shown here for the transition from embryonic stem cells to HB. The analysis is based on the presence of binding motifs in the target genes, TFs are therefore listed as factor families capable of binding the same motif. The node colour represents the gene expression value of a gene within the given cell type. Targets with incoming arrows are listed as individual genes. Below the figure, we zoomed in on a slice of the network which we describe in the text; definitions are listed in between the slices together with the link to the interactive website (see below). (i) Genes that are not yet expressed (yellow node colour), but primed and thus are already connected to other genes (incoming connections only), are marked in blue and by their gene name in italics (example: *Runx1*), (ii) TF genes that are already expressed (orange–red node colour) and the TFs has a motif on enhancers of other genes (incoming and outgoing connections) are marked in black letters (example: SMAD). The ring of TF encoding genes is linked to a ring of target genes which are first not expressed and then expressed (change of colour from yellow to orange). Details of which TF is associated with which gene can be seen using the following link: http://www.genomic-data.com/maytum2023. **(C)** Number of genes encoding TFs with primed enhancers at each developmental stage.

**Figure S2.**
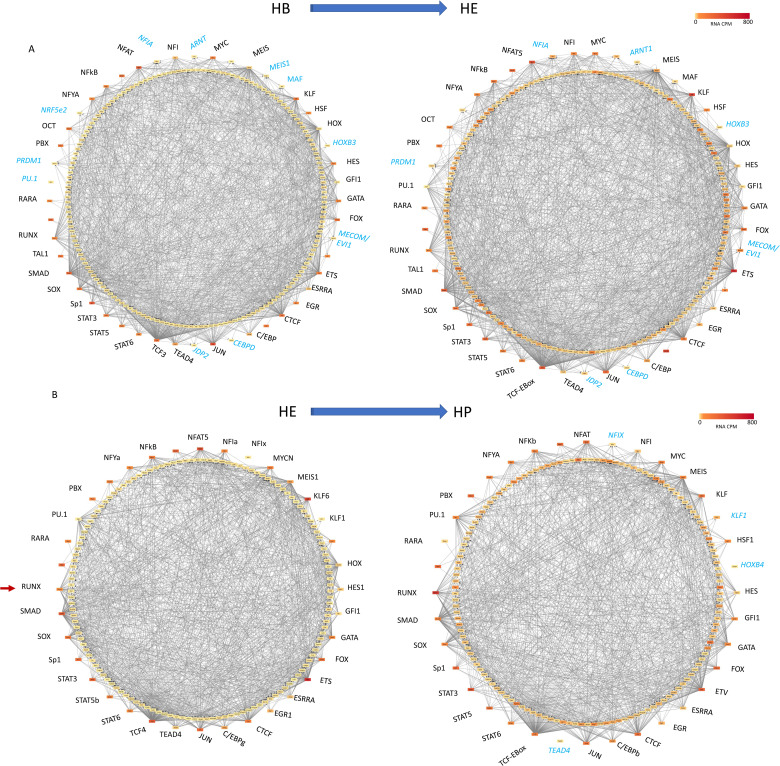
Primed enhancer elements form large gene regulatory networks that set up the next differentiation steps (related to Fig 2). Schematic of gene regulatory networks (priming networks) formed by transcription factor encoding genes forming nodes (coloured circles) when their gene products (TFs) bind to other genes (outgoing arrows) which are not yet expressed. **(A, B)** Transition from HB to HE; (B) transition from HE to HP. For all other features see legend of Fig 2. Details of which TF is associated with which gene can be seen using the following link: http://www.genomic-data.com/maytum2023.

**Figure S3.**
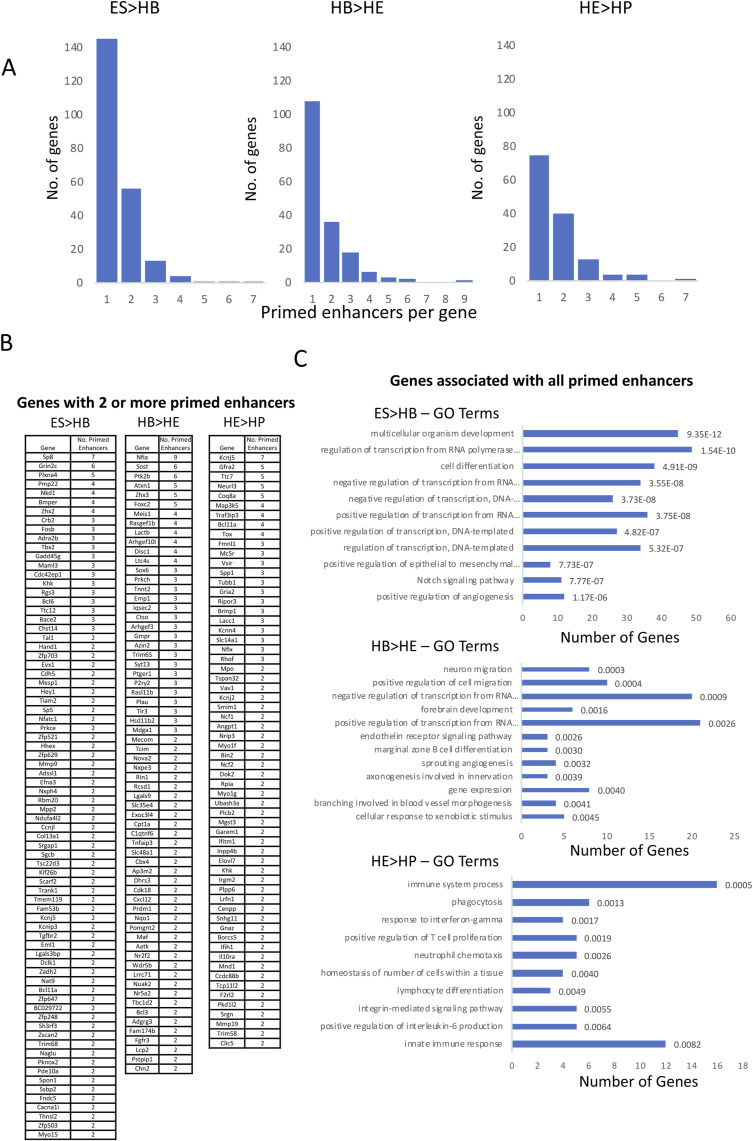
Primed gene loci can contain more than one priming element and consist of developmental genes (related to Fig 3). **(A)** Primed enhancers per gene for each of the three indicated transitions. **(B, C)** Genes associated with two or more primed enhancer elements for the three indicated transitions, (C) GO terms for all genes linked to primed enhancer elements and the number of genes within this group along with Benjamini-Hochberg adjusted *P*-values indicated on the right.

Our analysis shows that motif use of primed enhancers within one gene locus changed during differentiation. For example, the *RUNX1* locus (indicated by an arrow) was not expressed in ES cells, but was already primed by a cis-element containing a SMAD motif (note the arrow from SMAD to *RUNX1*). 

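Runx1 (ENSMUSG00000022952) lies on the minus strand of chromosome 16 of mm10 from 92601466 to 92826149. Its level in ES cells was 2.79 ± 0.0313 CPM (SD, n = 2), above the floor of 3 counts and under the threshold of 9 CPM. The region listed as its primed enhancer, from 93292986 to 93293386, is intergenic and 467 kb upstream of the annotated start of the gene.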

At the HB stage, *Runx1* is barely expressed, but is now linked to genes activated by elements containing RUNX1 motifs. 

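In HB, the level of Runx1 was 79.2 ± 7.70 CPM (SD, n = 2), with 73.8 and 84.7 CPM in the 2 libraries. The log2 fold change from ES cells was 4.83 (standard error 0.286, adjusted p = 1.33e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between HB and HE1 it fell by 0.51 on the log2 scale to 55.5 ± 4.43 CPM, a change that did not pass the test (standard error 0.238, adjusted p = 0.122). The adjusted p-value passed 0.05 without the filter on low counts (0.0218) and with only the 4 libraries compared (0.0492), and lay between 0.101 and 0.151 under the other alternatives. Levels then rose to 407 ± 158 CPM in HE2 and 467 ± 78.2 CPM in HP, a log2 fold change from HE1 to HP of 3.07 (standard error 0.255, adjusted p = 8.12e-05).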

At the HB to HE and HE to HP transitions, *Runx1* is linked to different primed genes which then become activated, some of them, such as *Gfi1*, by the direct action of RUNX1 (Lancrin et al, 2012). 

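Gfi1 lies on chromosome 5 of mm10 from 107716657 to 107726036 and is in none of the lists of primed genes. Its mean level was 0.0355 CPM in ES cells, under the floor of 3 counts, and 3.26 ± 0.0237 CPM (SD, n = 2) in HB. It reached 10.3 ± 2.17 CPM in HE1, a log2 fold change from HB of 1.66 (standard error 0.337, adjusted p = 0.00448, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From HE1 to HP no change was detected, with 9.20 ± 0.735 CPM in HP and a log2 fold change of −0.16 (standard error 0.323, adjusted p = 0.741). The sign of the latter turned without HE1 replicate 1, to 0.07.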

ETS factors, including ETV2, which has been shown to bind to hematopoietic genes before lineage commitment (Steimle et al, 2023), are widely used at each developmental stage. The gene encoding another important hematopoietic TF, TAL1, is primed in ESCs and then becomes up-regulated and associated with enhancers at the HB stage as also shown by ChIP (Goode et al, 2016). 

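Tal1 lies on the plus strand of chromosome 4 of mm10 from 115056426 to 115071755. In ES cells its level was 4.85 ± 0.198 CPM (SD, n = 2), and in HB 158 ± 18.7 CPM. This log2 fold change of 5.03 (standard error 0.291, adjusted p = 1.21e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) is larger than the difference between replicates. Of the 2 regions listed as its primed enhancers, the one from 115063070 to 115063470 overlaps an exon of Tal1 itself, 6.844 kb downstream of its start. The other, from 115897940 to 115898340, lies 841.7 kb downstream in an exon of 6430628N08Rik. Tal1 stayed at 147 ± 53.9 CPM in HE1 and reached 387 ± 50.1 CPM in HP.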

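Among the TF genes drawn in Fig S2, 7 are in the list of genes primed at the HB stage, namely Nfia, Maf, Hoxb3, Cebpd, Jdp2, Prdm1 and Nr5a2, and 6 of them met the expression criteria from HB to HE1. Of these, Prdm1 (adjusted p = 0.0419, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not pass the test with total counts in place of TMM (0.0554). With a term for the replicate number, Prdm1 did not pass it either (0.0529). Nr5a2 was at 63.2 ± 1.40 CPM (SD, n = 2) in ES cells and at 11.1 ± 7.64 CPM in HE1, with 16.5 and 5.68 CPM in the 2 libraries. The list of genes primed at the HE stage holds 2 of the TF genes drawn, Klf1 and Nfix, and also Spi1. Klf1 rose from 3.29 ± 0.585 CPM in HE1 to 35.3 ± 10.3 CPM in HP, with a log2 fold change of 3.43 (standard error 0.317, adjusted p = 0.000124, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Nfix the log2 fold change was 1.10 (standard error 0.386, adjusted p = 0.0601) and did not pass the test. It was called with limma-voom (adjusted p = 0.0336), with DESeq2 (0.0344) and without the filter on low counts (0.0163), and over all alternatives its adjusted p-value ran from 0.0163 to 0.103. The genes encoding the TEAD factors were measured as well. Tead1 fell from 266 ± 6.28 CPM in HE1 to 89.3 ± 3.48 CPM in HP, a log2 fold change of −1.58 (standard error 0.185, adjusted p = 0.000419). Tead2 and Tead4 changed by −1.89 and −1.91 (adjusted p = 0.000292 and 0.000624 from the same test). Tead3 changed by −0.46 (standard error 0.348, adjusted p = 0.35), and by 0.23 in the opposite direction without HE1 replicate 2. At 35.0 ± 1.85 CPM for Tead2 and 5.30 ± 0.0115 CPM for Tead4 in HP, transcripts of both remained above the floor.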

Towards the end of blood specification, the narrowing of developmental potential at the HE stage is associated with a near absence of primed TF genes, the extensive use of TFs known to drive hematopoiesis and the loss of links from specific TF families, such as TEAD, indicating that the enhancer code has changed and the respective motifs are not used anymore.

Taken together, our analyses show in fine detail how the opening up of chromatin anticipates the further use of TFs expressed later in development. To be able to visualise the different connections, we have created a web resource that makes it possible to see the different connections within a high-resolution image. The link is highlighted in the figure legend and the Materials and Methods section.

### Molecular features of primed enhancer elements

We next investigated whether primed enhancers show distinct features as compared with active enhancer elements associated with active genes. It has been reported that active enhancers bind RNA polymerase II and are transcribed to make eRNAs (Lam et al, 2014). 

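The position of each primed enhancer was taken from the midpoint of the region that the authors list and compared with the Ensembl genes of the count tables. In the ES > HB list, 187 of 330 regions, or 56.7%, lay between the first and last exon base of a gene (95% Wilson interval 51.3 to 61.9). The share was 187 of 294 or 63.6% (58.0 to 68.9) in the HB > HE list and 134 of 237 or 56.5% (50.2 to 62.7) in the HE > HP list. When only genes tested for expression were counted, the alternative that moved a share most, the HB > HE value was 57.5%. Most of these regions were in introns, with 143, 146 and 101 regions, and 44, 41 and 33 overlapped an exon. The gene around the region was the gene linked to it for 95, 92 and 69 regions. The median distance of a region from the start of its linked gene was 82.9, 72.9 and 88.9 kb, and 76, 65 and 68 regions were more than 500 kb away.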

To examine whether this was also true for primed enhancer elements, we measured nuclear RNA by RNA-seq and correlated the presence of RNA sequences at intragenic sites which make up about half of all primed sites with the primed state (Fig 3A). We found a strong correlation for the presence of eRNAs at enhancers associated with active, but not with inactive genes, indicating that eRNA transcription is not associated with enhancer priming but gene activation. An example for such a non-transcribed primed element at the *Bmper* gene is shown in Fig 3B. This gene contains an enhancer that is primed in ES cells and becomes active in HB where gene activation is associated with a burst of noncoding transcription on the reverse strand.

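Bmper lies on the plus strand of chromosome 9 of mm10 from 23223076 to 23485200. Transcripts rose from 0.350 ± 0.194 CPM (SD, n = 2) in ES cells to 56.0 ± 4.32 CPM in HB, a log2 fold change of 7.40 (standard error 0.369, adjusted p = 6.24e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 6.84 and 8.03 with each library left out in turn. The level was then 37.1 ± 4.75 CPM in HE1 and 5.54 ± 0.574 CPM in HP, a log2 fold change of −2.75 from HE1 to HP (standard error 0.278, adjusted p = 0.000198). Of the regions listed as its primed enhancers, those from 23204243 to 23204643 and from 23212364 to 23212764 are intergenic, 18.63 and 10.51 kb upstream of the start. The other two are in introns of Bbs9, 597.9 and 665.5 kb upstream. The counts used here cover exons on the strand of the gene, so that noncoding transcripts of the reverse strand are not part of these values.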

**Figure 3.**
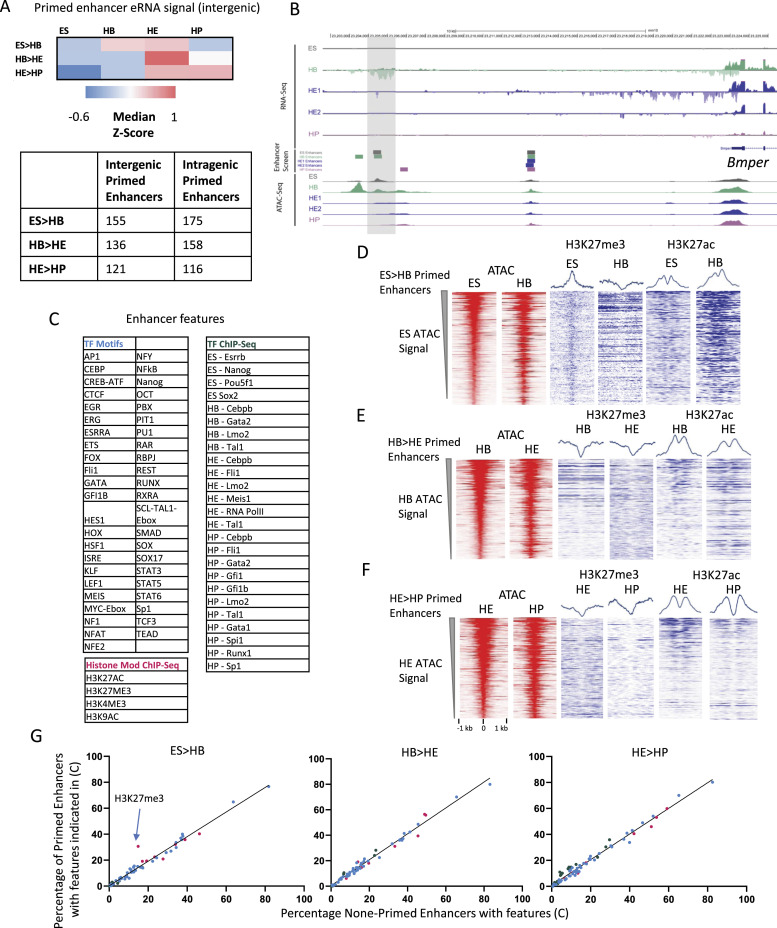
Primed enhancer elements are not transcribed but show the same molecular features as enhancers associated with active genes. **(A)** Heatmap showing the median Z-score, representing RNA-seq tag counts at each intergenic primed enhancer across each stage of differentiation. This shows the dynamics of eRNA expression from primed enhancers. Bottom panel: table of the number of intergenic and intragenic primed enhancers for each cell stage transition. **(B)** Screenshot showing an enhancer (highlighted by a grey bar) primed in the HB for the *Bmper* locus with eRNA absent when the enhancer is primed and present when the associated gene becomes active. **(C, G)** Table of TF binding and chromatin features at enhancers feeding into the analysis shown in (G). Data from Goode et al (2016), Obier et al (2016), and Gilmour et al (2018). **(D, E, F)** Open chromatin regions and histone modifications (H3K27me3 and HK27Ac) of primed elements throughout the different differentiation stages. For each transition pair, ATAC-seq tag counts at primed sites were ranked. All other data were ranked alongside. The average profiles for each plot are placed on top. **(G)** Comparison of molecular features of priming elements and enhancers during the indicated transitions. **(C)** Plot of proportion of primed elements and active enhancer elements overlapping with features indicated in (C). **(C)** Colours of data points correspond to the type of feature, indicated in (C). Line shows linear regression, *P* < 0.0001, R squared = ES > HB 0.9654, HB > HE 0.9823, HE > HP 0.9791. The H3K27me3 mark in embryonic stem cells is highlighted in the left panel.

In our previous work, we used ChIP assays to measure TF binding and histone modifications at five stages of ES cell differentiation to blood (Goode et al, 2016; Obier et al, 2016; Gilmour et al, 2018; Kellaway et al, 2021), as listed in Fig 3C. Histone H3 lysine 27 trimethylation (H3K27me3) has previously been associated with poised chromatin waiting to be transcribed, whereas histones flanking active enhancer elements become acetylated (Ac) at H3K27 (Rada-Iglesias et al, 2011). We therefore compared the presence of H3K27me3 and H3K27Ac at primed enhancers associated with inactive genes and enhancers associated with active genes (Fig 3D–F). The average profiles depicted in Fig 3D–F show an overall decrease in H3K27me3 signal as elements transitioned from the primed to the active state. Interestingly, H3K27me3 signals were more highly focussed at primed elements in ES suggesting positioned nucleosomes and were replaced by both H3K27me3 and H3K27Ac flanking an open chromatin site in HB.

We next asked the question of whether there were any features, such a specific combination of TF binding/motifs or histone modifications associated with primed enhancers which distinguished them from enhancers associated with active genes (Fig 3G). To this end, we overlapped our enhancers and primed elements with histone and TF ChIP-seq data and searched for a wide selection of TF motifs in each site. From these overlaps, we produced a binary matrix and plotted the proportions of each feature in the enhancers versus primed elements for each transition as indicated in the figure. With the exception of H3K27me3 in ES cells, no other features distinguished primed enhancers from enhancers associated with active genes.

Taken together, our data show that (i) motif use of primed elements changes during differentiation, as it does for active enhancers; (ii) that eRNA presence is a hallmark of enhancers associated with active genes; and (iii) that the polycomb-associated H3K27me3 mark is associated with the primed enhancer state only in ESCs but not in differentiating cells.

### VEGF signalling represses enhancer priming at hematopoietic genes

In our previous work, we used chromatin accessibility assays (ATAC-Seq) performed with cells isolated from a serum-free ES cell differentiation system which allowed us to examine the effect of specific cytokines on enhancer activation (Pearson et al, 2008; Edginton-White et al, 2023; Maytum et al, 2023). We found that one cytokine, VEGF, is instrumental in activating enhancers driving the expression of endothelial genes by activating the TF AP-1 which cooperates with the Hippo-signalling component TEAD (Obier et al, 2016; Edginton-White et al, 2023). VEGF signalling also acts to up-regulate NOTCH1 signalling components and directs SOX17 which along with TEAD represses *Runx1*. We also showed that VEGF needs to be withdrawn to enable the activation of hematopoietic enhancers, notably those of *Runx1* which is essential for the expression of blood cell-specific genes such as *Spi1* (PU.1) (Huang et al, 2008). The presence of VEGF blocked the activation of *Runx1* enhancers even when studied in isolation (Edginton-White et al, 2023). We therefore examined our primed enhancer collection in HE cells (237 HE > HP elements, see Fig 1D) to identify those responsive, that is, being present or absent depending on the presence or absence of VEGF (Fig 4A), as outlined in the top panel of Fig 4B. Gene expression was measured by single-cell RNA-seq in HE and HP (all data from Edginton-White et al [2023]). 34 genes contained primed elements which were suppressed by the presence of VEGF and became activated in HE once VEGF was withdrawn and significantly increased gene expression in HP cells (Fig 4B, bottom panel). Examples for such genes and elements are shown in Fig 4C–E, with primed elements being highlighted. The most important gene in this collection is the *Spi1* locus which encodes the master regulator of myelopoiesis, PU.1 (Fig 4C). This gene is a direct target of RUNX1 which binds to an enhancer element at −14 kb upstream of the promoter (3′URE [Huang et al, 2008]). This element is primed in the HE and in the presence of VEGF where the gene is silent/lowly expressed. Once VEGF is removed, RUNX1 is up-regulated and together with PU.1 itself and other factors activates this and other enhancers within the locus and up-regulates PU.1 expression (Lichtinger et al, 2012). Other genes associated with VEGF-responsive enhancers include the genes encoding TFs (TOX, BCL11a), multiple signalling proteins such as the hematopoietic cytokine receptors for CSF3 and CSF2, and cytokines such as SPP1 (osteopontin).

**Figure 4.**
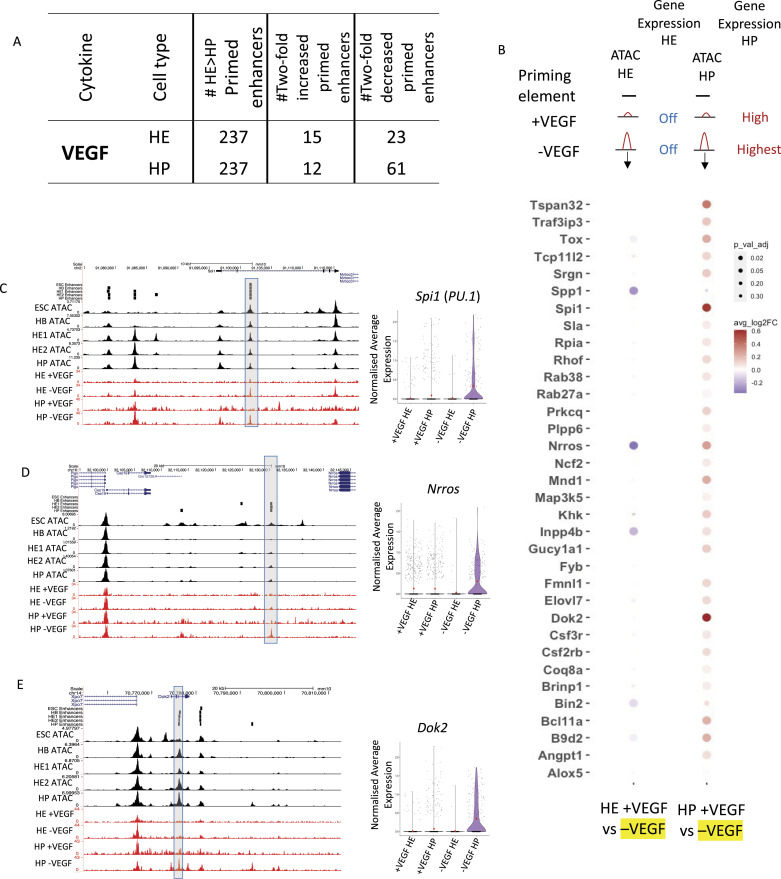
Primed elements can be established by responding to the signalling environment and can acquire enhancer activity when studied in isolation. **(A)** Table showing the number of primed enhancers predicted as being VEGF responsive to in the HE and HP cell types, that is, being present or absent in the presence or absence of VEGF whereby the absence of VEGF primes the hematopoietic fate. **(B)** Dot plot of differential gene expression analysis of genes linked to priming elements which are increased in the absence of VEGF from HE and HP. Dot colour shows the fold change in gene expression and dot size shows the Bonferroni-corrected *P*-value. Top of panel shows a diagrammatic representation of the chromatin state of the genes associated enhancer elements and the gene expression of the genes in HE and HP. **(C, D, E)** UCSC browser screenshots of ATAC data showing example priming elements for *Spi1* (*PU.1*), *Nrros*, and *Dok2*. The black tracks represent ATAC-seq data from cells grown in serum culture, and the red tracks represent cells (HE and HP) in a serum-free medium with and without VEGF. Violin plots showing the normalised average expression of each gene in the presence (+VEGF) and absence (−VEGF) of VEGF for HE and HP based on previously published single-cell data (Edginton-White et al, 2023).

These experiments demonstrate that extracellular signalling, in this case, VEGF signalling, is truly cell-fate instructive by impacting on primed enhancer elements via modulating the expression and activity of TF genes. Its presence or absence decides the fate of endothelial cells with its absence at the hemogenic endothelium stage being essential for the up-regulation of hematopoietic genes.

### Tissue-specific GRNs regulate the priming and activation of single enhancers

As seen in Fig S1E and F, the fact that a priming element is associated with an inactive gene does not mean that the element is unable to up-regulate the activity of a minimal promoter at this developmental stage, that is, displaying functional enhancer activity. We therefore asked the question of how individual primed enhancer elements operate in isolation and within the context of an entire gene locus. To this end, we first cloned individual priming elements found in HE or HP-specific expressed genes which were found to be organised in open chromatin before the onset of gene expression into our targeting site and measured their activity by flow cytometry (Fig S4A–D). We first investigated priming elements of the *Hand1* cardiovascular gene and the endothelial-specific gene *Kdr* encoding FLK1 (VEGF receptor) which we could link to their respective promoters using CHi-C data (see the Materials and Methods section). Both genes were strongly up-regulated at the HB stage, but the stimulatory activity of their priming elements in isolation at this stage was barely measurable (Fig S4A and B). Moreover, activity of these elements was repressed at later developmental stages (HP) where gene expression went down. 

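Hand1 (chromosome 11 of mm10, 57828705 to 57832818, minus strand) had 1.70 ± 0.149 CPM (SD, n = 2) in ES cells and 121 ± 23.1 CPM in HB. The log2 fold change was 6.16 (standard error 0.436, adjusted p = 3.85e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change from ES to HB of the genes on chromosome 11 exceeded that of the other autosomes by a median of 0.26 and 0.29 on the log2 scale in the 2 HB libraries, which is small beside the change of Hand1. Its listed enhancers, from 57911649 to 57912049 and from 57913030 to 57913430, are intergenic and 79.03 and 80.41 kb upstream. Kdr (chromosome 5, 75932827 to 75978458, minus strand) went from 2.56 ± 0.189 CPM to 1120 ± 232 CPM, with a log2 fold change of 8.78 (standard error 0.391, adjusted p = 4.44e-07). The region listed as its primed enhancer, from 77354524 to 77354925, is in an intron of Igfbp7 and 1376 kb upstream of the annotated start of Kdr.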

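The level of Hand1 was 71.8 ± 19.8 CPM in HE1, 29.6 ± 12.4 CPM in HE2 and 30.8 ± 13.5 CPM in HP (SD, n = 2). From HE1 to HP its log2 fold change was −1.22 (standard error 0.343, adjusted p = 0.0267, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kdr had 992 ± 387 CPM in HE1, 778 ± 209 CPM in HE2 and 339 ± 6.63 CPM in HP, with a log2 fold change from HE1 to HP of −1.55 (standard error 0.28, adjusted p = 0.00339). In HP, both genes remained above 9 CPM.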

A similar pattern was seen at the *Meis1* locus which was up-regulated from the HB stage onwards and contains a primed element at −45 Kb (Fig S4C). 

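Meis1 lies on the minus strand of chromosome 11 of mm10 from 18879817 to 19018985. Its level was 2.15 ± 0.849 CPM (SD, n = 2) in ES cells and 4.11 ± 0.787 CPM in HB. This log2 fold change of 0.90 (standard error 0.339, adjusted p = 0.0563, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not pass the thresholds. Adjusted p-values under 0.05 were obtained with DESeq2 (0.023), with total counts in place of TMM (0.0349), without the filter on low counts (0.00038) and with only the 4 libraries compared (0.0317), against 0.0524 to 0.232 under the other alternatives, and the change stayed under 2-fold in all of these tests. Without ES replicate 1, the log2 fold change was 1.41, and without ES replicate 2 it was 0.59. Genes on chromosome 11 as a whole were higher relative to ES cells than those of other autosomes, with a median excess of 0.26 and 0.29 on the log2 scale in the HB libraries. In HE1, Meis1 reached 44.1 ± 12.7 CPM, a log2 fold change from HB of 3.43 (standard error 0.335, adjusted p = 6.85e-05), and in HP 93.8 ± 3.59 CPM, a log2 fold change from HE1 of 1.09 (standard error 0.297, adjusted p = 0.0234). The authors list 4 regions as enhancers of Meis1 that are primed at the HB stage. The one from 18924947 to 18925347 is in an intron of Meis1, 93.84 kb downstream of the annotated start, and the others are 147.2, 867.1 and 1008 kb downstream.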

Here, priming element activity did not represent the activity of the whole gene locus. A different pattern was seen with the −14 kb *Spi1* 3′URE. 

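Spi1 lies on the plus strand of chromosome 2 of mm10 from 91082390 to 91115756. Its level was 0.737 ± 0.312 CPM (SD, n = 2) in ES cells, 4.78 ± 1.20 CPM in HB and 2.16 ± 0.443 CPM in HE1, followed by 46.2 ± 28.0 CPM in HE2 and 69.5 ± 18.1 CPM in HP. The log2 fold change was 4.99 from HE1 to HP (standard error 0.475, adjusted p = 0.000142, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.403 from HE1 to HE2 (standard error 0.465, adjusted p = 0.000692). The region listed as its primed enhancer, from 91101414 to 91101814, is in an intron, 19.22 kb downstream of the annotated start. Cebpa had 3.02 ± 2.55 CPM in HE1 and 7.77 ± 1.24 CPM in HP, which is under the threshold of 9 CPM. Its log2 fold change of 1.35 (standard error 0.513, adjusted p = 0.0787) did not pass the test and was 2.67 without HE1 replicate 2 and 0.69 without HE1 replicate 1. It passed with limma-voom (adjusted p = 0.0295), DESeq2 (0.0452) and without the filter on low counts (0.00533), the range over all alternatives being 0.00533 to 0.136.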

Enhancer activity was initially low, but then was strongly up-regulated at the HP stage when RUNX1 and C/EBPα are expressed and bind to this element (Leddin et al, 2011), thus mirroring the activity profile of the whole gene. Another example of a priming element representing the activity of the whole locus is in *Mecom* which encodes the proto-oncogene EVI1 (Figs 5A and S4C) (Ayoub et al, 2018). The gene is up-regulated in HE1 but is then sharply down-regulated (Fig 5A and B). 

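Mecom lies on the minus strand of chromosome 3 of mm10 from 29951296 to 30548008. Its level was 2.62 ± 0.336 CPM (SD, n = 2) in ES cells, 7.46 ± 0.907 CPM in HB, 68.0 ± 19.1 CPM in HE1, 22.2 ± 15.1 CPM in HE2 and 4.80 ± 3.15 CPM in HP. The log2 fold change from HB to HE1 was 3.19 (standard error 0.526, adjusted p = 0.00145, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 2.87 and 3.45 with each library left out in turn. From HE1 to HP it was −3.84 (standard error 0.544, adjusted p = 0.00102), between −4.72 and −3.27 with each library left out. Between HE1 and HE2 the change of −1.62 (standard error 0.492, adjusted p = 0.0536) did not pass the test. It passed with limma-voom (adjusted p = 0.0204), DESeq2 (0.00597), without the filter on low counts (2.35e-09) and with only the 4 libraries compared (0.0387), and the range over all alternatives was 2.35e-09 to 0.0636. It was −2.57 without HE2 replicate 1 and −1.05 without HE2 replicate 2. The element that the authors deleted spans 30353652 to 30354669 and is in an intron of Mecom, 193.8 kb downstream of the annotated start and 402.9 kb from the annotated end of the gene. It overlaps 1 of the 2 regions listed as primed enhancers of Mecom, from 30354240 to 30354640. The other, from 30515025 to 30515425, is also in an intron, 32.78 kb downstream of the start.

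**Figure D2:**
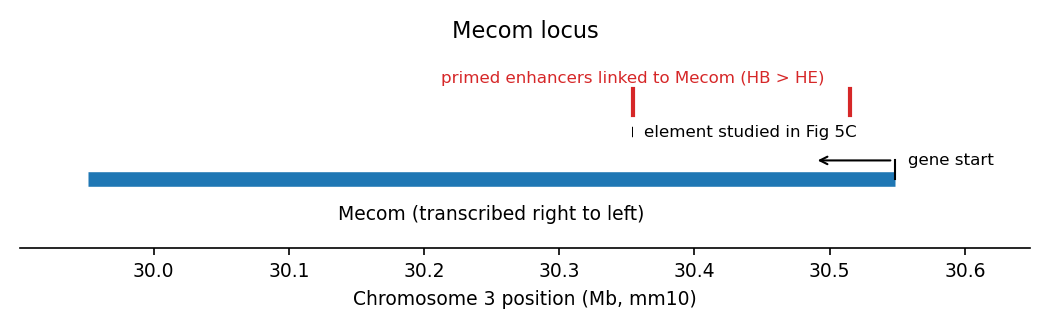
The Mecom gene on chromosome 3 of mm10 drawn to scale (horizontal axis, position in Mb), with the element that the authors deleted and the 2 regions listed as primed enhancers. The element is 193.8 kb downstream of the annotated start and overlaps 1 of the 2 regions.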

*Mecom* has recently been shown to be essential for the development of endothelial cells (Lv et al, 2023). It contains an enhancer located at +340 kb which is primed in HB but when examined in isolation this element did not show high enhancer activity in our reporter assay until the HE1 state (Fig 5C). Closer inspection of the fragments with enhancer activity showed a shift of the open chromatin region towards the 3′ end of the gene (Figs S5A and B and S6A). The analysis of the motif content showed that this element is bimodal with a 3′ endothelial motif signature (RBPJ and AP-1), which functions as priming element and acquires HE-specific enhancer activity, and a 5′ hematopoietic signature (RUNX1, ETS, GATA/E-Box [TAL1]) which is associated with enhancer repression (Fig S6B). Closer inspection of its features using published data (Edginton-White et al, 2023) revealed that this enhancer does not only represent a priming element, but is also VEGF responsive (Fig S6A) with an open chromatin region appearing in the HB and the HE under the All cytokine condition, which then becomes more prominent when VEGF is withdrawn but then disappears at the HP stage. The examination of TF-binding data from cultures containing serum (Goode et al, 2016; Obier et al, 2016; Gilmour et al, 2018) showed that the primed enhancer is bound by LMO2 and TAL1 in the HB, whereas the promoter is associated with bivalent chromatin. At the HE stage, when the enhancer is activated, occupancy shifts and the enhancer binds FLI1, LMO2, and TEAD4; thereafter, at the HP state, the promoter histones become acetylated to revert to the bivalent state with loss of an open chromatin at the enhancer.

**Figure S4.**
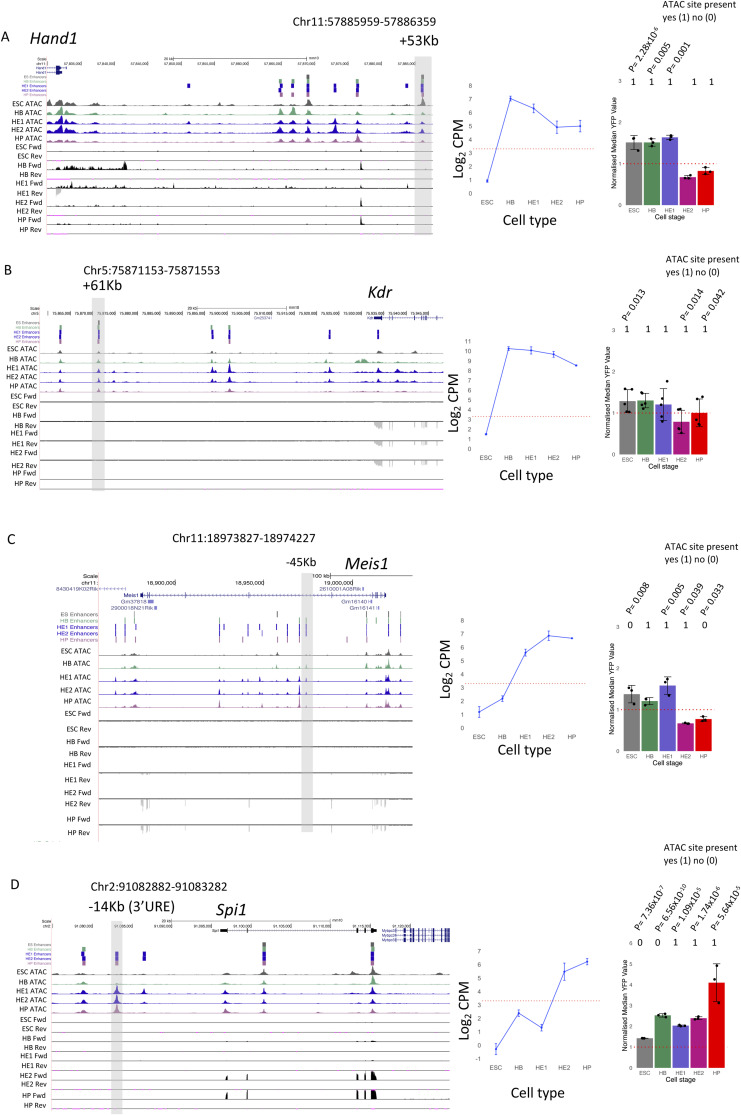
(Related to Fig 4). Primed elements are diverse and can acquire enhancer activity when studied in isolation. **(A, B, C, D)**: Screenshots of the indicated gene loci with priming elements highlighted by a grey box. ATAC-Seq profile for each of the five cell stages show along with the RNA-seq forward (Fwd) and reverse (Rev) tag counts. Middle panel: expression of the gene as measured by RNA-seq of nuclear RNA with the dotted red line showing the threshold values determined as being expressed. Right panels: activity of ATAC-Seq fragments scoring positive for enhancer activity at the different developmental stages. n = 3 biologically independent replicates for *Hand1*, *Meis1*, and *Spi1*, n = 5 biologically independent replicates for *Kdr*. The presence or absence of an ATAC site is indicated as a binary code (1 = scoring positive, 0 = scoring negative). Error bars show the SD. Significant *P*-values are shown, *P*-values were calculated using Student's two-sided *t* test.

**Figure 5.**
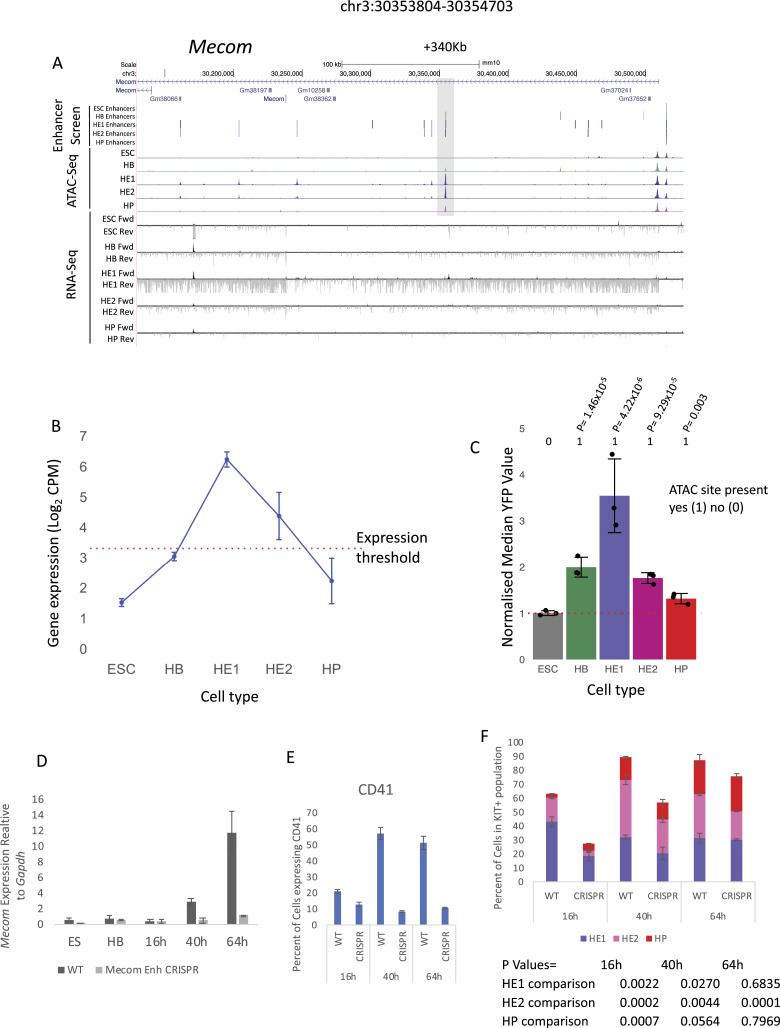
The removal of a signalling-responsive primed enhancer element at the *Mecom* locus does not alter the differentiating trajectory but reduces the number of hematopoietic cells. **(A)** UCSC Browser screenshot showing the *Mecom* locus. The +340-kb priming enhancer is highlighted by a grey box. Distal cis-regulatory elements scoring positive in the enhancer screen are depicted as black vertical bars for each of the five cell types. The ATAC-seq peaks for each of the five cell types shown. Bulk RNA-seq analysis showing the forward (Fwd) and reverse (Rev) reads for each cell type. **(B)** Average gene expression value (Log_2_ counts per million) of *Mecom* in each of the five cell types. n = 2 biologically independent replicates, whiskers show the value of each replicate, red dotted line shows the threshold value determined as being expressed. **(C)** Activity profile of +340 kb *Mecom* enhancer element in each of the five cell types. Enhancer activity was normalised against the median FITC value of the minimal promoter (MP) control depicted by the red dotted line. n = 3 biologically independent replicates, error bars show the SD, significant *P*-values shown, *P*-values were calculated using two-sided *t* test. Presence or absence of an ATAC site at the five cell stages is expressed as a binary code (1 = scoring positive; 0 = scoring negative). **(D)** *Mecom* gene expression, measured by qPCR, in cells carrying the wild-type locus or a locus with a homozygous deletion of the +340 kb enhancer (CRSPR) in the indicated cell types and over a time course of blast culture (n = 3 biologically independent replicates). **(E)** Expression of CD41 (*Itga2B*) which defines the number of cells passing the RUNX1 threshold allowing cells to conduct the EHT on the surface of cells measured by flow cytometry (n = 3 biologically independent replicates). **(F)** Composition of cell types during the time course of blast culture as measured by flow cytometry (see Fig 1A). n = 3 biologically independent replicates. The *P*-values for the individual differences are listed below the plot, *P*-values were calculated using two-sided *t* test.

**Figure S5.**
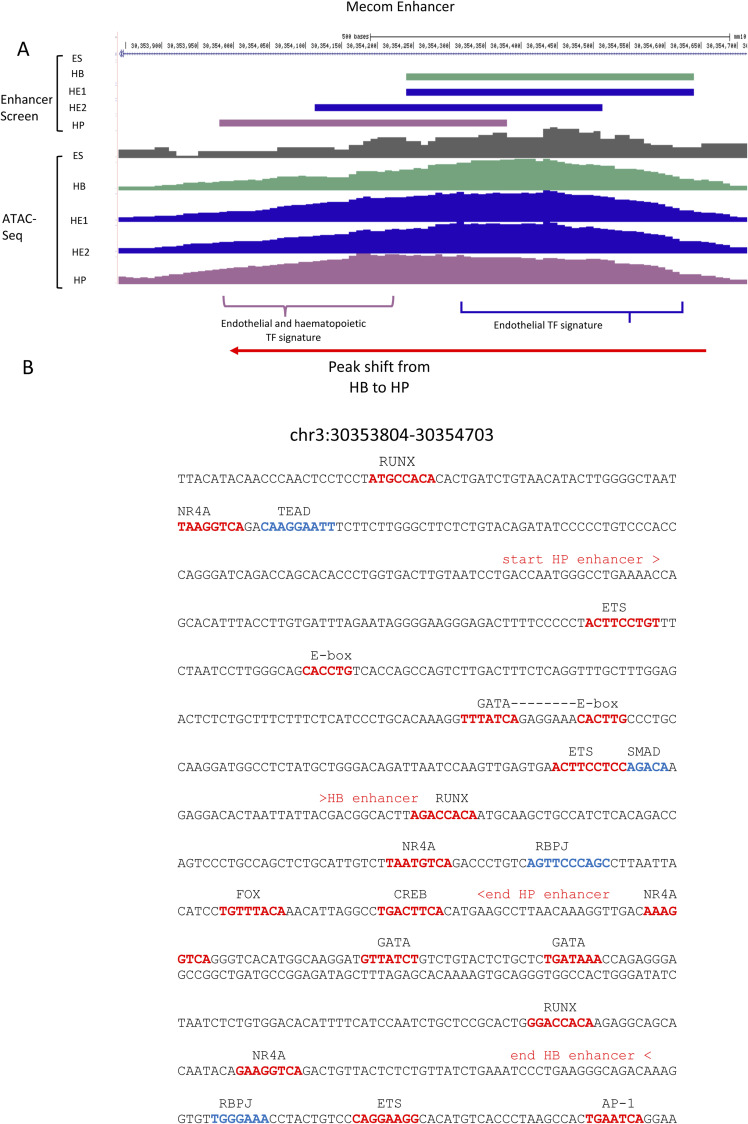
(Related to Fig 5): Open chromatin pattern of the *Mecom* +340 kb enhancer shifts at different developmental stages. **(A)** UCSC Genome Browser screenshot showing a close-up of the *Mecom* +340-kb enhancer with the distribution of cuts (ATAC-seq) at the different developmental stages being indicated. **(B)** Sequence of enhancer fragment with annotated transcription factor-binding motifs.

**Figure S6.**
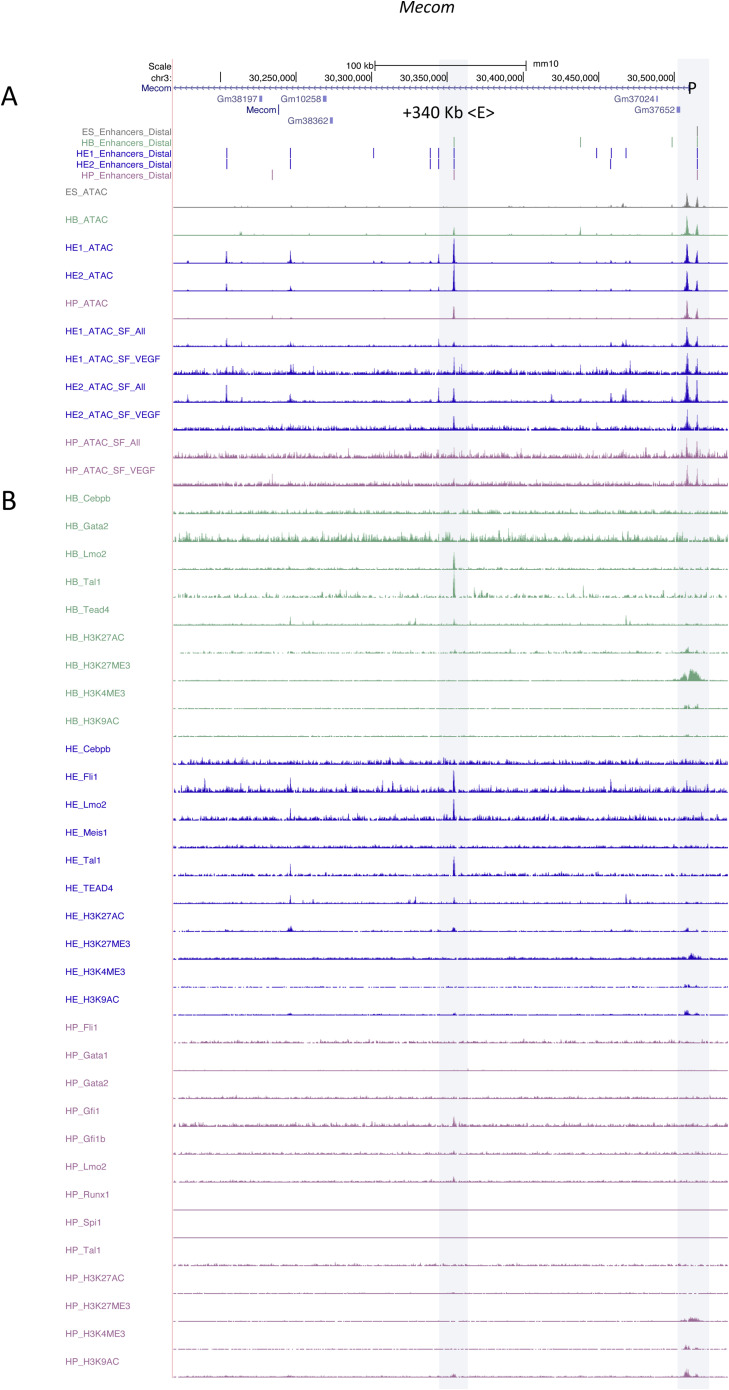
(Related to Fig 5). Molecular features of *Mecom* enhancers. UCSC browser screenshot highlighting the position of the *Mecom* +340 kb enhancer and the promoter (grey boxes). **(A)** ATAC-Seq profile at the five indicated developmental stages (black lanes), below (red) depiction of the ATAC-seq profiles from a serum-free cell culture in the presence (all cytokines) or absence (−VEGF) of VEGF. Data from Edginton-White et al (2023). **(B)** Transcription factor binding profile of the same region at the HB, HE, and HP stages. Data from Goode et al (2016), Obier et al (2016), and Gilmour et al (2018).

Taken together, these data confirm that in isolation, priming elements are diverse: they may show little enhancer activity by themselves at a specific stage, but can in some cases acquire high stimulatory activity at later developmental stages by binding additional TFs or by being repressed, indicating that a larger network of factors is modulating their activity. Our data therefore provide a molecular explanation for the cell-stage specific sensitivity of gene expression to perturbation of individual enhancers within individual gene loci (Luo et al, 2023).

To address this issue in more detail in the context of the entire *Mecom* locus, we used CRISPR/Cas9 to remove the +340 kb element and measured gene expression during a time course (16, 40, and 64 h) of blast culture differentiation from FLK1+ HB cells (Fig 5D) together with the expression of CD41 which is a direct RUNX1 target (Fig 5E). The development of the different precursor cell types was measured alongside (Fig 5F). In the HB, the *Mecom* promoter was already active and organised in open chromatin, together with the priming element at +340 kb (Fig 5A). The 5′ end of the locus was marked by a constitutive open chromatin region containing a CTCF motif which is part of the promoter. All other enhancers were still inactive. In the HE stage, multiple enhancers came online which was associated with high-level transcription (Fig 3A). Thereafter, at the HP stage, *Mecom* was repressed and appeared to be reverting to its primed state (Fig 5C). The removal of the +340 kb enhancer led to a strong reduction of gene expression at all developmental stages in spite of the presence of multiple additional enhancer elements which are activated at the level of chromatin at the HE stage. Moreover, we noted a strong reduction in the development of HE cells expressing RUNX1 (CD41^+^ cells). However, the actual developmental trajectory was not affected as at later stages of differentiation the proportion of cells committed to the hematopoietic fate (HP) within the population slowly catched up once other cis-elements became activated. Over time, a threshold of activation was crossed and the cells were able to transit into HP cells, most likely because of the accumulation of RUNX1 and other hematopoietic factors in the cell in the absence of cell division. In summary, our data demonstrate the importance of a priming element for correct cell stage-specific gene activation.

## Discussion

Our detailed analysis of the timing of gene activation at the level of chromatin highlights a number of important principles in how cis-regulatory elements activate developmentally controlled genes, summarised in Fig 6. Our updated enhancer database identifies hundreds of enhancer elements which exist as open chromatin regions before the onset of expression of cell stage-specific expressed genes. These primed elements do not yet influence gene expression but already form a vast interconnected network of TF-bound cis-elements that open up the chromatin of precursor cells for the execution of the following cell fate decisions. Primed elements are associated mostly with genes specific for the next developmental stage and the architecture of loci associated with primed elements can involve an already set-up promoter (as in *RUNX1* or *Mecom*) or a closed promoter (as in *Dok2*). When examined in isolation and during differentiation, priming elements do not always have stimulatory activity when assayed in isolation (as in *KDR*), and some are highly active and are then being repressed at a later stage (as in *Mecom*) and others acquiring strong enhancer activity at a late differentiation stage (such as *Spi1*). This complex interplay of different cis-regulatory elements is responsible for the timing of gene activation within a specific GRN.

**Figure 6.**
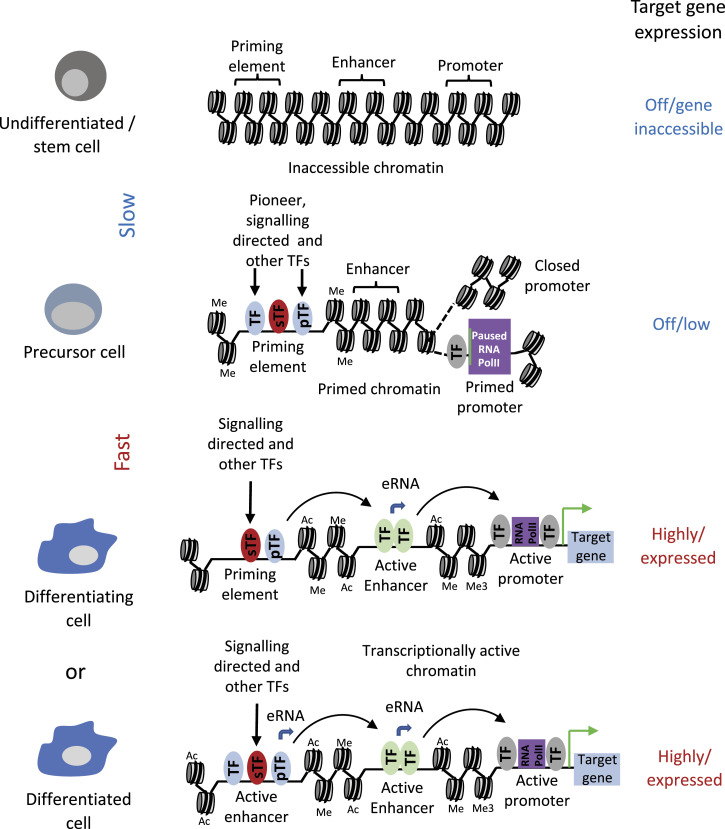
Model of enhancer priming through cell fate transitions. Nucleosomes are depicted as round shapes with DNA wrapped around them. Me: H3K4 mono- or tri methylation. Ac: H3 K27 or K9 acetylation. For model interpretation, see the main text.

The work described here also addressed the nature of the molecular difference between priming enhancers and enhancers associated with actively transcribed genes. Comparisons of multiple features of the two enhancer classes at different developmental stages revealed essentially no difference (Fig 3C): All elements were flanked by modified histones and bound TFs specific for the cell state of the respective cells—with one exception: ES cells. In these cells, priming elements were abundant and were associated with nucleosomes positioned over or near the open chromatin region and carrying the H3K27me3 mark. We believe that this feature is a hallmark of ESCs which are kept at an undifferentiated state (Azuara et al, 2006; Rada-Iglesias et al, 2011), whereas cells purified from our in vitro differentiation system represent a dynamic cell population with rapidly changing cell fates. Moreover, Polycomb group complexes have mostly been associated with promoter elements (Voigt et al, 2013).

We have also shown that in HP cells, 25% of our functionally identified enhancer elements are bound by RNA-polymerase II (Edginton-White et al, 2023). Enhancer transcription has been shown to be important for the activity of entire gene loci (reviewed in Field and Adelman [2020]), most likely because of the fact that it is required for the establishment of enhancer–promoter interaction (Fitz et al, 2020). We did not see enhancer transcription to be globally associated with priming elements as it only seems to be associated with enhancers associated with active genes. However, note that some priming enhancers are paired with an already open, but inactive, promoter which could mean that an interacting complex has already been set up.

We have previously shown that hundreds of enhancer elements respond to extrinsic signals such as cytokines, with the presence or absence of VEGF dictating the choice between endothelial and hematopietic fate (Edginton-White et al, 2023; Maytum et al, 2023). An important finding from our study was therefore that this feature also holds true for priming elements. We identified priming elements associated with the activation of hematopoietic genes such as *Spi1* (PU.1), *Csf3r* or *BC11a* at the HP stage in the absence of VEGF. An important VEGF-responsive gene is *Mecom* which is transcriptionally activated at the HE stage and is a major regulator for endothelial cell development (Lv et al, 2023). Our work shows that its +340 kb enhancer element which is primed at the HB stage is crucial for the tissue-specific activation of this gene. Therefore, one conclusion of our study is that not only does signalling contribute to regulating the activity of active enhancer elements in development, but also to the set-up of developmental programs that are executed later. It follows that, depending on whether a cell has seen a stimulus, TFs directing a specific cell fate will encounter a different chromatin landscape and the genomic response will be different. We could indeed show that the timing of withdrawal of VEGF is essential for the execution of the endothelial–hematopietic transition and for the binding of hematopoietic TFs (Edginton-White et al, 2023). Another example of how signalling is used to direct cell fates is seen in the neuronal development of *C. Elegans* where the priming of an early enhancer by Notch signalling leads to a difference in the up-regulation of a mi-RNA, and a difference in left–right asymmetry, depending on whether cells received the signal or not (Cochella & Hobert, 2012). This type of signalling dependent priming to drive developmental changes differs from that of molecular memory seen in the immune system: Here, signalling activates previously inactive chromatin in naive cells that have not seen a stimulus before. Once the stimulus is gone, cells fall back into a quiescent state but maintain a memory of recent activation ([Bevington et al, 2016; Bonifer & Cockerill, 2017; Pascual-Garcia et al, 2022] and references therein). If a second stimulus arrives, the response is much more rapid but cells maintain their overall identity.

An important feature of priming elements is the fact that deleting them affects the timing of cellular development, as demonstrated by deleting the +340 kb *Mecom* enhancer. Here, the activation of gene expression at the HE1 stage is reduced until the GRN has passed a threshold that brings the other enhancers online and the proportion of HP cells within the population catches up (albeit at reduced numbers). It has been shown that *Mecom* expression is crucial for the expression of VEGFR2 which is a major receptor for VEGF signaling (Lv et al, 2023) thus setting up a feed forward loop that provides a molecular explanation for this result. A similar phenomenon was seen when the *Spi1* (PU.1) −14 URE was mutated by eliminating a PU.1 autoregulatory binding site; up-regulation of gene expression was delayed until additional enhancers were activated (Lichtinger et al, 2012). These experiments demonstrate that removing or crippling cis-regulatory elements involved in priming from an endogenous gene locus leads to a profound difference in the kinetics of cell fate decisions in development, and it is this feature which is most likely to be affected in elements that are altered by mutations or single-nucleotide polymorphisms scoring in GWAS analyses (Choudhuri et al, 2020). Chromatin priming and the precise timing of the activation of enhancer elements driving gene expression at the right time and in the right cell type is therefore at the very heart of all coordinated, synchronised cell differentiation processes that create fully developed multicellular organisms. Directed cell differentiation needs to take these processes into account. Our priming element resource adds an additional dimension to our ability to interrogate the fine details of hematopoietic specification from ESCs.

## Materials and Methods

### ES cell culture

A HM-1 targeting ES cell line (Magin et al, 1992) was cultured on gelatinised tissue culture plates in DMEM-ES media (DMEM [D5796; Merk], 15% FSC, 1 mM sodium pyruvate [S8636; Merck], 1x penicillin/streptomycin [P4333; Merck], 1 x L-Glutamine [G7513; Merck], 1 x nonessential amino acids [M7145; Merck], 1,000 U/ml ESGROLIF [ESG1107; Merck], 0.15 mM MTG and 25 mM Hepes buffer [H0887; Merck]) at 37°C and 5% CO_2_. Every 48 h, cell colonies were dissociated with TrypLE Express (12605010; Thermo Fisher Scientific) and replated onto gelatinised tissue culture plates at 1.2 × 10^4^ per cm^2^.

### In vitro hematopoietic differentiation in serum

Hematopoietic in vitro differentiation (I.V.D) using serum was performed as described in Obier et al (2016) and Edginton-White et al (2023). First, ES cell colonies being cultured on gelatinised plates were dissociated to form a single-cell suspension using TrypLE Express (12605010; Thermo Fisher Scientific). DMEM-ES media were then added at a 1:1 ratio to stop the trypsin activity. The cells were then centrifuged at 300*g* for 5 min before being resuspended at 2.5 × 10^4^/ml in I.V.D media (IMDM [I3390; Merck], 15% FCS, 1 x penicillin/streptomycin [P4333; Merck], 1 x L-glutamine [G7513; Merck], 0.15 mM MTG, 50 μg/ml ascorbic acid, and 180 μg/ml human transferrin [T8158; Merck]) and then plated onto non-adherent dishes (501V; Thermo Fisher Scientific). The cells were then incubated at 37°C, 5% CO_2_ for 3 d to allow for the formation of floating embryoid bodies (EBs).

The floating EBs were then transferred to 50 ml centrifuge tubes and the EBs were allowed to settle by gravity over 5 min. The EBs were then washed with PBS before being allowed to settle again over 5 min. The EBs were then dissociated with TrypLE Express (12605010; Thermo Fisher Scientific) with gentle pipetting.

The dissociated cells were sorted for the FLK1 surface marker (forming the population referred to as the HB). The dissociated cells were incubated with a FLK1 biotin-coupled antibody (1:200) (13-5821-82; eBioscience), and then with MACS anti-biotin beads (130-090,485; Miltenyi Biotec). FLK1-expressing cells were sorted for by separation using a MACS LS column (130-042-401; Miltenyi Biotec). FLK1-expressing HB cells were then taken for flow cytometry analysis and sequencing experiments and further differentiation in blast culture into HE1, HE2, and HP populations.

To achieve this FLK1+ HB cells were plated onto gelatine-coated tissue culture flasks at a concentration of 1.6 × 10^4^ cells per cm^2^ in Blast media (IMDM [I3390; Merck], 10% FCS, 1 x penicillin/streptomycin [P4333; Merck], 1 x L-glutamine [G7513; Merck], 0.45 mM MTG, 25 μg/ml ascorbic acid, 180 μg/ml human transferrin [T8158; Merck], 20% D4T conditioned media, 5 ng/ml VEGF [450-32; PeproTech], 10 ng/ml IL-6 [216-16; PeproTech]) and were left to incubate for 2.5 d at 37°C, 5% CO_2_. HE1, HE2, and HP populations were FACS-sorted after incubation with KIT-APC (1:100) (553356; BD Pharmingen), TIE2-PE (1:200) (12-5987-82; eBioscience), and CD41-PECY7 (1:100) (25-0411-82; eBioscience) antibodies into HE1 (KIT+, TIE2+, CD41−), HE2 (KIT+, TIE2+, CD41^+^), and HP (KIT+, TIE2−, CD41+) populations.

### Enhancer reporter analysis

We performed additional next-generation sequencing on library material previously used in Edginton-White et al (2023). Libraries were resequenced on an Illumina NovaSeq 6000 using an SP 200 cycle flow cell. The sequencing data were combined with the previously published data and analysed using the published pipeline with slight modification. Briefly, reads were trimmed for quality and length using TrimGalore (Krueger et al, 2021) with parameters --nextera --length 70 –paired. Trimmed reads were aligned to the mm10 genome using Bowtie2 (v2.3.5.1) (--very-sensitive --fr --no-discordant -X 600 --no-mixed) (Doi, 1990) and the aligned reads were stringently filtered for unique high-quality alignment (mapq 40) using Samtools. The resulting bam file was converted to a bedpe file using the bamtobed function in bedtools (Quinlan & Hall, 2010) and then to a bed file by taking the first coordinate of read 1 and the final coordinate of read 2 for each pair. Duplicate fragments were then removed using the uniq function in the bed file in the shell.

The enhancer screen fragments were then further filtered, first against the negative control libraries (produced from WT cells with no enhancer reporter cassette integration) to remove PCR artefacts, then by the union of all plasmid library fragments to further remove PCR artefacts by ensuring the identical fragment was in the original plasmid libraries. Finally, the fragments were filtered for their presence in open chromatin by filtering against ATAC-Seq peaks. ATAC-Seq peaks were then assigned enhancer-positive status if they overlapped with at least 1 fragment from the enhancer screen-positive libraries. Enhancer activity levels were assigned by counting the number of high- and low-activity fragments (based on FACS sorting) at each enhancer-positive ATAC site, normalising against the total number of fragments and then assigning an activity state based on the ratio of high to low fragments at each site.

### RNA-seq library preparation

Nuclear RNA-enriched RNA-seq libraries were produced using RNA extracted with the Cytoplasmic and Nuclear RNA Purification kit (21000, 37400; Norgen) based on the manufacturer’s instructions. RNA-Seq libraries were then prepared using the NEBNext Ultra II Directional RNA Library Prep Kit (E7760; NEB) total RNA with rRNA depletion protocol using 100 ng of input RNA. Libraries were sequenced using a NovaSeq 6000 SP 200 cycle flow cell.

### RNA-seq data analysis

RNA-seq reads were first filtered using RiboDetector (v0.2.7) (Deng et al, 2022)using options -t 70 -l 75 -e norrna --chunk_size 256 to remove any residual rRNA reads from the libraries. The reads were then filtered for quality and length using Trimmomatic (Bolger et al, 2014) with options LEADING:3 TRAILING:3 SLIDINGWINDOW:4:20. The trimmed reads were aligned to the mouse genome (mm10) using Hisat2 (v2.2.1) (Kim et al, 2019) using default options. Raw counts were obtained using featureCounts (Liao et al, 2014) with gene models from Ensembl as the reference transcriptome. Counts were normalized using the edgeR package (v3.40.2) (Robinson et al, 2010) in R (v4.2.3), and differential gene expression analysis was carried out using the Limma-Voom (v3.17) (Law et al, 2014) method.

### Primed enhancer identifcation

To identify primed enahncers, distal ATAC sites (>1.5 kb from a TSS) testing positive for enhancer activity were linked to genes using published promoter capture HiC data from ES cells and HPC7 cell (accession numbers: GSM2753058, runs: SRR5972842, SRR5972842, SRR5972842, SRR5972842, SRR5972842) and from HPC7 from Comoglio et al (2018) (accession numbers: GSM2702943 and GSM2702944, runs SRR5826938, SRR5826939) or where this was not possible, by closest gene, as previously published (Edginton-White et al, 2023). The enhancers were then filtered into stage transitions, for example, all enhancers occurring in both the ES and HB stages. They were then further filtered by differential gene expression looking for enhancers associated with genes that had a significant (*P*-adjusted < 0.05) twofold up-regulation across the stages with enhancer activity and were not expressed in the initial stage (CPM < 9). Gene ontology analysis of genes with primed enhancers was carried out using DAVID (Huang et al, 2009; Sherman et al, 2022).

### CRISPR/Cas9 enhancer validation

Validation of the Mecom primed enhancer by removal of the enhancer region by CRISPR/Cas9. A guide sequence was designed to target each end of the enhancer region (CACCGGAACAGTAGCCTATCTGTCC and CACCGGGAAACCTACTGTCCCAGGA) (chr3:30353652-30354669). The guide sequences were purchased as DNA oligos and cloned into the PX458 Cs9 ad sgRNA expression vector by digestion with the BbsI restriction enzyme (NEB) and ligation using T4 Ligase (NEB). (pSpCas9(BB) − 2A-GFP (PX458) was a gift from Feng Zhang (plasmid # 48138; http://n2t.net/addgene:48138; RRID:Addgene_48138; Addgene).

HM-1 ES cells were transfected with the resulting vector using a Nucleofector−4D (Lonza) with the P3 Primary Cell X kit (V4XP-3024; Lonza). ES cell clones were picked and screened for successful homologous CRISPR by PCR using primers designed outside of the CRISPR guide region (AAGGCTGTCTAGCACTCGTT, GCTTTTTGCTGCTCTGCGTT). The positive clone was then confirmed by Sanger sequencing showing removal of the intended enhancer region.

### Enhancer feature comparison

To study the features associated with enhancer elements, we first performed a TF binding motif searching using Homer annotatePeaks.pl (Heinz et al, 2010) with the -m option and using the set of probability weight matrices for TFs published in Edginton-White et al (2023). To then compare the features associated with all enhancers versus primed enhancers, we created a binary matrix using pybedtools to overlap the enhancer sets with the output from the motif search and published ChIP-seq data for a number of histone modifications and TFs (GSE69101, GSE143460, GSE126496 and GSE79320). The percentage contribution of each feature to each enhancer type was then calculated and plotted.

### Network analysis

GRNs were constructed as previously described using custom Python scripts, available from Coleman et al (2023 *Preprint*). In brief, networks of priming elements were made using the genomic coordinates of primed enhancers at each stage transition. The positions for each TF binding motif were retrieved from these peak sets using the annotatePeaks.pl function in Homer as described in the “Enhancer Feature Comparrsion” method above. We then added coordinates for the promoters of a wide range of transcription factors and gene expression values for each differentiation stage obtained from RNA-seq experiments. These data were then used to construct a network where transcription factor genes and their target genes are represented as nodes, with the presence of a TF-binding motif in a primed enhancer targeting a gene shown as an edge. The resulting network which shows which TFs have potential to regulate which primed enhancers (shown as their associated gene) was then plotted using Cytoscape (Shannon et al, 2003).

## Data Availability

The Genome-wide data generated in this study have been deposited in the Gene Expression Omnibus database under accession codes GSE198775 and GSE244338. The genome-wide data generated in this study have also been provided as a UCSC Genome Browser Track-Hub and interactive versions of the networks are available from http://www.genomic-data.com/maytum2023.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

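Nuclear RNA-seq was analysed for 5 stages of the serum differentiation of HM-1 mouse ES cells, namely ES, HB, HE1, HE2 and HP, with 2 libraries per stage. The authors filtered the reads with RiboDetector (v0.2.7) and Trimmomatic, aligned them to mm10 with Hisat2 (v2.2.1) and produced a table of raw counts per library with featureCounts (v2.0.1). According to the headers of the deposited files, read pairs were counted as fragments on the exons of Ensembl genes in the reverse-stranded mode, and a fragment that overlapped several genes was counted on each. The count tables hold 55487 genes and no normalization had been applied. The authors also deposited a matrix of 15686 genes with 1 expression score per stage. These scores were made from the counts by the authors after normalization and averaging over the libraries of a stage; each equals 2 raised to the mean log2 CPM of limma-voom, to within a log2 difference of 4.1e-08 when the CPM are computed over the genes of the matrix. The rule by which the authors chose these genes is not given with the matrix, of which 99.8% are protein coding. Between 90.7% and 92.6% of the counts of a library fall on them. The regions of the primed enhancers and their linked genes were taken from Supplemental Data 2. Supplemental Data 1 was only held in part and was not analysed here.

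Counts per library lay between 24920434 and 58782055, the gene with the most counts took between 1.43% and 3.08% of a library, and the 20 genes with the most counts took between 6.57% and 9.64%. A floor of 3 counts was used, which is 0.0531 to 0.126 CPM. It covers counting error only. Across genes, a chi-square test of the 2 libraries of a stage against counting error gave 3.39 per degree of freedom in ES, 33.4 in HB, 57.6 in HE1, 78.7 in HE2 and 54.7 in HP, so that the spread between libraries exceeded counting error in each stage. No 2 libraries had identical counts.

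Counts were analysed with edgeR (v4.0.16) in R (v4.3.3). Genes with low counts were removed with filterByExpr on the stage, which left 22596 genes, and library sizes were scaled with TMM. A quasi-likelihood model with stage as the only term was fitted to all 10 libraries, with 5 residual degrees of freedom, and each comparison of stages was tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment over all tested genes. Genes were called at an adjusted p-value under 0.05 and a change of at least 2-fold. A gene was taken as newly activated when it was called as higher in the later stage and had a mean CPM under 9 in the earlier stage. Log2 CPM used a prior count of 2. Because the lists of primed genes were chosen by the authors on the same libraries, counting how many of them meet the criteria is a re-derivation. Z-scores were taken over ES, HB, HE1 and HP with the sample SD. The place of an enhancer was that of the midpoint of its region relative to the genes of the count tables, and the distance to a gene was measured from its annotated start. Relations across genes were tested with 100000 permutations, two-sided, and adjusted by the Benjamini-Hochberg method over the 3 lists. Biotypes, transcripts, GC content and lengths came from GENCODE mouse release 21. Python (v3.11.15) with numpy (v2.4.6), scipy (v1.17.1), pandas (v2.3.3) and matplotlib (v3.10.9) was used for the lists, positions and figures.

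The model was tested on simulated data with as many genes and libraries as the real ones and with 200 genes changed by 2 on the log2 scale. edgeR recovered 80.5% of them with 9 unchanged genes among its calls (5.3%). For limma-voom (v3.58.1) the numbers were 81.5% and 8 genes (4.7%), and for DESeq2 (v1.42.0) 94.0% and 30 genes (13.8%), so that the false share of the latter exceeded its nominal level with 2 libraries per stage. The tests across genes were checked in 100 simulations each with 150 labelled and 1500 other genes. A planted difference of 0.5 between medians was found at p under 0.05 in 93.0% of the simulations, and in 72.0% when genes were matched on their mean level, against 5.0% and 7.0% with none planted. A planted trend was found by Spearman's rho in 97.0%, against 4.0% with none planted.

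The choices of test, samples, filters, thresholds and alternatives were made before the data were examined, except where an alternative or a test is said to have been chosen afterwards. The alternatives were limma-voom, DESeq2 with its own size factors, total counts in place of TMM, no filter on low counts, only the 4 libraries of the 2 stages compared, a term for the replicate number, library sizes without the 20 genes with the most counts, a CPM under 9 in each library, a CPM under 10, the mean CPM of the authors' matrix, a change of at least 4-fold, and leaving out each library in turn. For Z-scores they were linear CPM, all 5 stages and the authors' matrix, for enhancer positions any overlap and only tested genes, and for tests across genes limma-voom, only genes meeting the criteria, and matching on the mean log2 CPM. Chosen after seeing the data were limma-voom on the 15686 genes of the matrix, a term for exchanged replicate numbers, and a comparison with other genes of the matrix only.

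The genes named were fixed by a rule. It takes the genes whose expression the paper names or shows, the TF genes drawn in blue in Figs 2B and S2, and known markers of the stages. In each list it adds the 3 genes with the largest log2 fold change (of which 2 are given for HB > HE), the gene with the most enhancers and up to 3 genes that missed the criteria, those with the highest earlier CPM. Between HE2 and HE1 it takes the 3 largest changes in each direction among genes at 9 CPM or above in 1 of the stages. Hoxb3, which also missed the criteria, is a TF gene of Fig S2. For HE1, lists of marker genes of germ cells, cardiac, mesenchymal, epithelial, endothelial and blood cells and of Y-linked genes with their X homologs were written before they were tested.

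Gene symbols were those of the authors' matrix, or of a table of Ensembl names for 39471 other genes. The ATAC-seq, ChIP-seq, reporter, single-cell and strand-specific coverage data were not analysed here, and neither was the motif content of enhancers, since no genome sequence was used.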

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

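All tests in this part were chosen before the result they measure was seen.

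Genes outside the matrix that the authors deposited were newly activated at each transition, a signal in data that the paper does not report on. They numbered 583 of 1952 newly activated genes from ES to HB, 767 of 2115 from HB to HE1 and 143 of 870 from HE1 to HP. Of these, 555, 727 and 129 are not protein coding, including 409, 550 and 64 lncRNA genes and 76, 109 and 38 pseudogenes. Their median level at the later stage was 1.09, 1.69 and 1.43 CPM, and 37, 63 and 12 of them reached 9 CPM. Because 203, 229 and 60 of them were at or under 3 counts in each library of the earlier stage, their fitted fold changes are no bounds. Low counts stay open as an explanation. Of the genes, 83.5% had at least 10 counts in each later library, but the filter on low counts together with the call as higher nearly fixes this share. Counts shared with another newly activated gene do not account for most of them: 14.8% overlapped a newly activated protein-coding gene on the same strand or lay within 10 kb downstream of it. This share was nevertheless above that of the other genes outside the matrix, at 19.6% against 2.54%, 11.9% against 1.55% and 11.2% against 1.06% in the order of the transitions, so that counts of this origin may explain a part. Reads shared between pseudogenes and their parent genes were not tested. The change of stage itself stays open as an explanation and was not tested apart from these.

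Most genes that the paper lists as primed at the HE stage were already expressed in HE2, a population that the paper left out of these analyses. A mean of 9 CPM or above was reached by 94 of the 137 HE > HP genes in HE2, against 27 in ES, 25 in HB and 132 in HP. The HE1 libraries give no baseline, because the list was chosen for a low level in them. In the single HE2 libraries the numbers were 84 and 99. The use of TMM does not account for it, since 93 genes reached 9 CPM in HE2 with total counts in its place. The TMM factors of the HE2 libraries were 0.9917 and 0.9573, so this change could hardly move the number. Other effects of library normalization were not tested. HP cells among the sorted HE2 cells could not be told apart from an intermediate state. In a mixture of HE1 and HP, rising and falling genes would have moved by the same fraction. HE2 replicate 1 had moved by a median of 48.1% of the way from HE1 to HP for 189 rising genes and 58.7% for 306 falling genes, and replicate 2 by 69.6% and 95.3%. The smaller of the gaps was 10.6 percentage points, but choosing the genes on the same HE1 and HP libraries pushes the fractions apart in this direction, which keeps the mixture open. HE2 cells differ from HE1 cells by the CD41 marker on which they were sorted, and a biological difference between the populations stays open and was not tested apart from the mixture.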

How the results depend on the processing

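The alternatives called limma-voom on the matrix genes, exchanged replicate numbers and other genes of the matrix only were chosen after seeing the data. Where a result changed and no reason is given, the cause was not tested.

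The numbers of primed genes that met the criteria were 215 to 221 for ES > HB, 166 to 174 for HB > HE and 124 to 137 for HE > HP under every alternative with a test except a change of at least 4-fold. On the CPM and fold criteria without the test, they ran from 215 to 219, from 165 to 168 and from 123 to 136 with each library left out in turn. A change of at least 4-fold left 151, 106 and 90 genes, 69 of the HB > HE genes with HE2, and 1286 newly activated genes from ES to HB. Newly activated genes from HB to HE1 numbered 1317 with the authors' mean CPM and 1274 with limma-voom on the matrix genes, both of which cover fewer genes.

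The comparison of HE2 with HE1 depended on the settings. Without the filter on low counts, which tests 39019 genes, 3818 genes changed, 2864 of them lower. With only the 4 libraries compared, which leaves fewer libraries to estimate the spread, 1014 changed and 505 were lower. With a term for the replicate number, 766 were lower, and among the named genes Gm45512 (adjusted p = 0.0563) and, from HB to HE1, Prdm1 (0.0529) did not pass the test. The share of calls that were higher in HE2 thus ran from 25.0% without the filter to 50.2% with the 4 libraries. With total counts, the median log2 change of all genes between HE1 and HE2 was −0.17, and changes under that setting are relative to this shift. Between ES and HB, HB and HE1, and HE1 and HP, this median stayed within 0.1 of 0 under each setting. The replicate numbers were checked for pairing by correlating the differences between replicates of 2 stages across genes. The correlations ran from −0.32 for HB and HP to 0.21 for HB and HE2, which does not show that the numbers as given pair the libraries. With the numbers of HE1 and HP exchanged, all 6 correlations among HB, HE1, HE2 and HP are positive, from 0.13 to 0.32, and those with ES lie between −0.03 and 0.01, a pattern that pairs of libraries with a shared origin would give but that was found in these data and not tested. The Y-linked genes go the other way, since Ddx3y, Uty and Eif2s3y were higher in replicate 2 of HE1, HE2 and HP alike, so that the pairing of the libraries stays open. A term for the exchanged numbers gave 3006 genes changed between HE2 and HE1, 2149 of them lower, 62 between HP and HE2, and 128 HB > HE and 1 HE > HP genes meeting the criteria with HE2.

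The number of genes that differed between HP and HE2, 0 in the main analysis and also with total counts, a term for the replicate number and without the 20 genes with the most counts, was 62 with limma-voom, 301 with DESeq2, 534 without the filter on low counts, 54 with only the 4 libraries compared and 114 with limma-voom on the matrix genes. At an unadjusted p-value under 0.05 and a change of at least 2-fold, 390 were higher and 527 lower in the main analysis. The HE > HP genes that met the criteria with HE2 were 0 in the main analysis, 3 with limma-voom, 7 with DESeq2, 14 with no low-count filter, 1 with only the 4 libraries compared and 8 with limma-voom on the matrix genes. On the CPM and fold criteria without the test they ran from 18 to 33 with each library left out in turn, and were 33 without HE2 replicate 2.

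The median log2 fold change of the ES > HB genes was 2.916 with total counts. With each library left out in turn, it ran from 2.804 to 2.991, that of the HB > HE genes from 2.304 to 2.485 and that of the HE > HP genes from 2.463 to 2.817. The median Z-scores at activation were 0.9622, 1.163 and 1.472 on linear CPM and 0.859, 0.9135 and 1.115 over all 5 stages. With the authors' mean CPM they were 0.9561 for HB > HE and 1.22 for HE > HP. With each library left out they ran from 0.7803 to 0.8211 for ES > HB in HB and from 0.9312 to 0.9434 for HB > HE in HE1. The share of HB > HE enhancers inside a gene was 57.48% when only tested genes were counted, which is a smaller set of genes.

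The difference in log2 fold change between primed and other newly activated genes also depended on the settings. Matched on mean log2 CPM, it was 0.729 for ES > HB, and turned from negative to 0.513 for HB > HE and 0.991 for HE > HP. For ES > HB it passed the test with limma-voom, at 0.365, and against other genes of the matrix only, at 0.441.

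Of the 85 changes of named genes that were carried through the alternatives, 3 turned direction when 1 library was left out, none of which passed the test. The log2 fold change of Gfi1 from HE1 to HP ran from −0.366 to 0.067, that of Tead3 from −0.92 to 0.225 and that of Arnt from HB to HE1 from −0.303 to 0.068. Over all 4 comparisons of the 70 named genes, 30 of 280 changes turned, of which 1 had passed the test: Lhx1 from HE1 to HP ran from −3.406 to 0.58 (adjusted p = 0.0459, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the alternatives chosen beforehand, 854 other values of named genes kept their direction and their side of the threshold or, without a test, moved by less than the SD over pairs of libraries. Of the rest, 40 newly passed the test, 6 no longer passed it and 32 moved by more than that SD. Under the alternatives chosen later, 73 were unchanged, 9 newly passed and 1 no longer passed it.

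The depth limits values near the floor, 0.0531 to 0.126 CPM, such as that of Gfi1 in ES cells. With 2 libraries per stage, leaving out the library on which a result rests leaves 1 in that stage, and no test was made.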

Differences from the paper's values

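None of the values that the paper states or shows for a measure also computed here met the rule for a difference, which asks for more than the spread between replicates and more than 1.5-fold. The numbers of listed genes are the paper's 221, 174 and 137, against 218, 170 and 135 that met the criteria here. Without the filter on low counts, and with only the 4 libraries compared, the numbers were 221 and 174 for the first pair of lists, and limma-voom gave 137 for HE > HP. With limma-voom on the genes of the authors' matrix, chosen after seeing the values, they were 221, 174 and 137. Under some alternatives the rule was met. A change of at least 4-fold gave 106 HB > HE and 90 HE > HP genes. When 1 library was left out, the log2 CPM of Mecom in HE2 was 3.52 without HE2 replicate 1 and 5.045 without HE2 replicate 2, against the paper's value of about 4.4 in Fig 5B, read by eye, and in HP it was 1.356 without HP replicate 2, against about 2.3 in Fig 5B. Hand1 in HP had 4.411 without HP replicate 1, against about 5 in Fig S4A. Spi1 had −0.9378 in ES without ES replicate 1 and 4.727 in HE2 without HE2 replicate 2, against about −0.3 and about 5.5 in Fig S4D.

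Among the listed genes that missed the criteria here, Eml1 was called with limma-voom, DESeq2, a term for the replicate number, without the filter on low counts and with only the 4 libraries compared. Dnah2 and Foxc2 were called with limma-voom, without that filter and with the 4 libraries. Cdh13, Kdelr3 and Hoxb3 were called under the same settings and with DESeq2. Ttc12 was called with total counts, without the filter, with the 4 libraries and without the 20 genes with the most counts. Nfix was called with limma-voom, DESeq2 and without the filter, and Borcs5 with limma-voom. Limma-voom on the matrix genes, chosen after seeing the values, called all of these.

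The paper states that stage-specific priming differed little between HE1 and HE2. Only the expression criteria were applied to HE2 here. Its open chromatin and enhancer activity were not analysed, so the numbers do not measure priming itself. With HE2 in place of HE1, 124 of the 174 HB > HE genes and 0 of the 137 HE > HP genes met the criteria here. Of the latter, 20 met the CPM and fold criteria with an unadjusted p-value under 0.05. The HB > HE number depended on the HE2 library. On the CPM and fold criteria without the test, it was higher without HE2 replicate 2 than without HE2 replicate 1. The lists were chosen on HE1 and so have little room to gain genes with HE2, and the 0 follows from the absence of calls between HP and HE2 over all tested genes. Without regard to the lists, 1512 genes were newly activated from HB with HE2 and 2115 with HE1, 998 of them with both.

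Runx1 is described as barely expressed at the HB stage. Its level was 79.2 CPM in HB, above the paper's threshold for an expressed gene and above the 55.5 CPM of HE1.

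The paper names Gfi1 among the primed genes that become activated. It is in none of the lists, and its log2 fold change was 1.66 from HB to HE1, where it rose from 3.26 to 10.3 CPM, and −0.16 from HE1 to HP.

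Meis1 is described as rising from the HB stage onwards. Its log2 fold change from ES to HB was 0.90 (adjusted p = 0.0563, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p-value was 0.023 with DESeq2, 0.0349 with total counts, 0.00038 without the filter on low counts and 0.0317 with only the 4 libraries compared, and the change was under 2-fold in each. After HB, Meis1 rose by 3.43 to HE1 and by 1.09 from HE1 to HP on the log2 scale, and both changes passed the thresholds. The description holds if it is read as a rise that starts at HB.

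The paper describes Cebpa as expressed at the HP stage. Its mean level in HP was 7.77 CPM, under the paper's threshold for an expressed gene, and the rise from HE1 had an adjusted p-value of 0.0787 from the same test. It was called with limma-voom (0.0295), with DESeq2 (0.0452) and without the filter on low counts (0.00533), and with limma-voom on the matrix genes (0.0287), which was chosen after seeing the values.

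Mecom is described as falling sharply after HE1. The change from HE1 to HE2 was −1.62 with an adjusted p-value of 0.0536 from the same test, and the fall to HP passed it. The change to HE2 was called with limma-voom (0.0204), DESeq2 (0.00597), without the filter on low counts (2.35e-09) and with the 4 libraries (0.0387), and also with limma-voom on the matrix genes (0.0136), chosen after seeing the values.

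Hoxb2, Gfi1b and Gata2 are drawn as primed in Fig 2B, and Hoxb4 and Arnt in Fig S2, but none of them is in a list of primed genes. Meis1 and Spi1 are drawn as primed in ES cells in Fig 2B, and the lists place them at the HB and HE stages.

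The paper gives the distance of the Mecom element as larger than the 193.8 kb from the annotated start. It places the element of Meis1 upstream and nearer, while the closest listed region is 93.84 kb downstream of the annotated start. That region, from 18924947 to 18925347, is nearer to the other annotated end of Meis1, at 18879817. For Spi1 it names an upstream element, and the listed region is 19.22 kb downstream of the annotated start. The paper does not give the coordinates from which it measured. Its distances and those from the annotated starts thus cannot be compared, and they do not show that the elements lie elsewhere.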

Other observations

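The tests of ES cells mixed into a sample, of a lower share of endothelial cells, of loss of the Y chromosome and the tests on chromosome 11 were chosen after the results were seen, and the others before.

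HE1 replicate 2 held more transcripts of a set of ES cell genes than HE1 replicate 1. For 93 genes at 50 CPM or above in ES cells and under 2% of that level in HE2 and HP, the median share of the ES level was 0.724% in HE1 replicate 1 and 3.04% in replicate 2. It was 3.99% and 1.99% in HB. The low shares in HE2, 0.563% and 0.351%, and in HP, 0.619% and 0.36%, follow from the choice of the genes. The median log2 ratio of replicate 2 to replicate 1 of HE1 was 1.90, and 1.84 after a trend with GC content and gene length was removed, which argues against such a trend. ES cells as in the ES libraries would bring these genes in at 1 common share, but 8 of them lay far below their median share (under 1 / 3 of it) in HE1 replicate 2, against 0 between the ES libraries. A lower share of endothelial cells would raise all other cell types alike. A list of 7 blood genes cannot test this, because HE1 is itself hemogenic endothelium and may transcribe them. This explanation thus stays open. The median log2 ratio was −1.18 (−1.65 to 0.16) for the blood genes and 1.52 (1.37 to 2.29) for 5 epithelial genes. It was 1.76 (−0.10 to 2.21) for 7 cardiac, 0.405 (−0.22 to 1.93) for 6 mesenchymal and −0.90 (−2.36 to −0.20) for 8 endothelial genes. Compared with 10000 random lists of the same expression, the medians of the blood and endothelial lists were above 0% of them, and those of the cardiac, mesenchymal and epithelial lists above 99.98%, 98.73% and 100%. The most abundant genes went from replicate 1 to 2 as follows: Itga2b from 227 to 127 CPM, Cdh5 from 1430 to 798 CPM, Tnnt2 from 16.0 to 74.2 CPM, Col1a1 from 176 to 671 CPM and Krt8 from 113 to 325 CPM. Not all genes went with their list: Col1a2 went from 154 to 132 CPM and Runx1 from 52.4 to 58.6 CPM. At 9 CPM or above in HE1 replicate 1 were 4 of the blood, 8 of the endothelial, 1 of the cardiac, 5 of the mesenchymal and 4 of the epithelial genes. All 5 epithelial genes were at that level in ES cells too. The primed lists hold 2 of the blood, 4 of the endothelial, 2 of the cardiac and 1 of the mesenchymal genes. Germ cell-like cells stay open: the median of 5 germ cell genes was 0.652 (0.448 to 3.59, above 74.95% of random lists), and 4 of them were higher than in every other HE and HP library. Dppa3 went from 0.126 to 2.15 CPM and Tfap2c, the most abundant, from 1.43 to 4.72 CPM, but ES cells express them as well and 3 of the 5 reached 9 CPM there. Other cell types among the sorted cells may be the source and were tested only through these lists. No biological explanation was tested, since both libraries are of 1 condition. Among the named genes, Ccdc110 was higher in replicate 2, at 4.16 and 29.4 CPM, whereas Nr5a2, with 16.5 and 5.68 CPM, went the other way.

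Y-linked genes were higher in replicate 2 than in replicate 1 of HE1, HE2 and HP. The median log2 ratio of replicate 2 to replicate 1 over Ddx3y, Uty, Eif2s3y and Kdm5d was 0.22 in ES, −0.17 in HB, 1.36 in HE1, 0.99 in HE2 and 0.85 in HP. Ratios as large were found for 29.5%, 60.7%, 13.4%, 15.8% and 17.7% of single tested genes in the same order. How often a set of genes shares such a shift was not tested. Removing a trend with GC content and gene length left at least 0.52 in HE1, HE2 and HP. Reads shared with the X homologs are argued against as the whole cause, since the median of the homologs was −0.39 in HE1 and −0.02 in HP. In HE2 they went the same way as the Y genes, with 0.26 (0.03 to 0.38), below the ratios of Ddx3y, Uty and Eif2s3y but not below that of Kdm5d. Loss of the Y chromosome in part of the cells may explain Ddx3y, Uty and Eif2s3y, whose ratios within a stage lay within 0.39 of each other in HE1, HE2 and HP, but 3 genes in 2 libraries leave this open. For Kdm5d a common factor is argued against, since its ratio was 2.78 in HE1 and 0.24 and 0.18 in HE2 and HP, although it is close to 1 CPM in these libraries except for HE1 replicate 2, with 6.67 CPM. No biological explanation was tested.

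Genes on chromosome 11 were higher relative to ES cells in all 8 later libraries. The median log2 ratio to ES of its 832 genes exceeded that of the other autosomes by 0.26 and 0.29 in HB, 0.38 and 0.42 in HE1, 0.44 and 0.43 in HE2 and 0.48 and 0.38 in HP. The highest other autosome had 0.088 to 0.268, and the ES libraries differed by 0.0016. After removal of a trend with GC content and gene length, chromosome 11 still led the highest other autosome by at least 0.0779, which argues against such a trend as the whole cause. In 22 runs of 300 neighboring genes of chromosome 11 the lowest excess in HB was 0.183, against a highest of 0.15 in 139 runs on other autosomes. An extra chromosome 11 in part of the cells of the later cultures stays open. It would shift every segment, and the lowest excess of a segment of 20 Mb was 0.114, in HB replicate 1, but in that library 13 of 85 segments of the other autosomes were as high (15.3%), and 0 to 12 in the other libraries. In all cells, 1 extra copy would give 0.585, and single segments reached 0.829. This hypothesis was found and tested on the same libraries, and a rise of these genes with differentiation was not tested apart from it. Chromosome 11 holds 25 (11.3%), 18 (10.3%) and 16 (11.7%) of the ES > HB, HB > HE and HE > HP genes, among them Hand1 and Meis1, against 7.43% of the tested genes and 8.04%, 8.09% and 8.62% of the newly activated genes.

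It was tested whether genes with more primed enhancers rise more. Spearman's rho across genes, which are not independent replicates, was 0.045 for ES > HB, −0.049 for HB > HE and −0.121 for HE > HP (permutation p = 0.504, 0.523 and 0.16, adjusted p = 0.523, 0.523 and 0.479 over the 3 lists by the Benjamini-Hochberg method), so a rise with their number was not found.

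It was also tested whether primed genes rise more than other newly activated genes. The difference of median log2 fold change was 0.325 for ES > HB, −0.292 for HB > HE and −0.157 for HE > HP (two-sided permutation test across genes, p = 0.0299, 0.0507 and 0.409, adjusted p = 0.076, 0.076 and 0.409). Matched on the mean log2 CPM over all libraries it was 0.729, 0.513 and 0.991 (adjusted p = 0.0001, 1.5e-05 and 1.5e-05, where 1e-05 is the smallest unadjusted p that the permutations can give). The sign for the later lists depends on the matching, which leaves this open. Other newly activated genes had fewer transcripts: the median log2 CPM at the earlier stage was −0.0855, −0.51 and −0.499 for those in the authors' matrix and 1.74, 1.93 and 1.84 for the primed genes. Within deciles of the later level, primed genes had no higher level before activation, with differences of −0.0843, −0.0545 and −0.23 (adjusted p = 0.65 each).

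Primed enhancers that lie inside a gene other than their linked gene were tested for lying in genes that are already transcribed. At the earlier stage, 38 of 68 host genes (55.9%) were at 9 CPM or above for ES > HB, 46 of 64 (71.9%) for HB > HE and 31 of 52 (59.6%) for HE > HP. The medians of random sets of protein-coding genes of the same length were 50.0%, 53.1% and 51.9%. As high a share was found in 1655, 12 and 1880 of 10000 random sets. This is in line with the hypothesis for HB > HE and leaves it open for the other two lists. The difference between the lists was not tested.

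Non-coding genes within 10 kb of a primed enhancer were tested for a rise at the transition of that enhancer. Their median log2 fold change was 1.14 for 29 genes near ES > HB enhancers, 0.821 for 25 near HB > HE and −0.324 for 39 near HE > HP enhancers. Of 10000 random sets of non-coding genes of the same mean expression, 3, 1375 and 8748 had as high a median. The first is consistent with such a rise, the second leaves it open and the third argues against it. Genes near HB > HE enhancers also rose from ES to HB, with a median of 0.912 that 37 random sets reached, and the distance to the linked gene was not matched, so that a rise of the surrounding region may be part of it.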
